# GP73 is a TBC-domain Rab GTPase-activating protein contributing to the pathogenesis of non-alcoholic fatty liver disease without obesity

**DOI:** 10.1038/s41467-021-27309-1

**Published:** 2021-12-01

**Authors:** Yumeng Peng, Qiang Zeng, Luming Wan, Enhao Ma, Huilong Li, Xiaopan Yang, Yanhong Zhang, Linfei Huang, Haotian Lin, Jiangyue Feng, Yixin Xu, Jingfei Li, Muyi Liu, Jing Liu, Changqin Lin, Zhiwei Sun, Gong Cheng, Xuemiao Zhang, Jialong Liu, Dongrui Li, Meng Wei, Yunhai Mo, Xuetao Mu, Xiaowei Deng, Dandan Zhang, Siqing Dong, Hanqing Huang, Yi Fang, Qi Gao, Xiaoli Yang, Feixiang Wu, Hui Zhong, Congwen Wei

**Keywords:** Metabolism, Metabolic disorders, Non-alcoholic fatty liver disease

## Abstract

The prevalence of non-obese nonalcoholic fatty liver disease (NAFLD) is increasing worldwide with unclear etiology and pathogenesis. Here, we show GP73, a Golgi protein upregulated in livers from patients with a variety of liver diseases, exhibits Rab GTPase-activating protein (GAP) activity regulating ApoB export. Upon regular-diet feeding, liver-GP73-high mice display non-obese NAFLD phenotype, characterized by reduced body weight, intrahepatic lipid accumulation, and gradual insulin resistance development, none of which can be recapitulated in liver-GAP inactive GP73-high mice. Common and specific gene expression signatures associated with GP73-induced non-obese NAFLD and high-fat diet (HFD)-induced obese NAFLD are revealed. Notably, metformin inactivates the GAP activity of GP73 and alleviates GP73-induced non-obese NAFLD. GP73 is pathologically elevated in NAFLD individuals without obesity, and GP73 blockade improves whole-body metabolism in non-obese NAFLD mouse model. These findings reveal a pathophysiological role of GP73 in triggering non-obese NAFLD and may offer an opportunity for clinical intervention.

## Abstract (web summary)

Dysregulation of lipid metabolism and transport contribute to the pathogenesis of non-alcoholic fatty liver disease (NAFLD). Here the authors identify GP73 as a TBC-domain Rab GTPase-activating protein that regulates very low-density lipoprotein export and promotes NAFLD development in mice.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is the most common chronic liver disease, with a prevalence of over 25% in the global population, and can progress from simple steatosis to nonalcoholic steatohepatitis (NASH), fibrosis, cirrhosis, hepatocellular carcinoma (HCC), and death^1,2^. Although NAFLD is closely associated with an increased body mass index (BMI) and diabetes, it does occur in lean individuals with normal BMI values, which is referred to as lean or non-obese NAFLD^3^. Non-obese NAFLD constitutes just over 40% of the NAFLD population. Individuals with non-obese NAFLD are metabolically unhealthy and have a higher risk of type 2 diabetes mellitus (T2DM), an accelerated development of advanced fibrosis and a greater incidence of severe liver disease than those with obese NAFLD. Liver-related mortality is almost two times higher in the non-obese NAFLD population than in the obese NAFLD population. Non-obese NAFLD occurs in children and adults of all ethnicities^4^. Therefore, risk factors other than obesity may play a key role in the pathophysiology of NAFLD in the non-obese population. Dietary intake, such as fructose-sweetened beverages, soft drinks, and increased dietary cholesterol, may play an important role in the pathogenesis of non-obese NAFLD^5,6^. Specific gut microbiota compositions have been observed in lean patients with NAFLD^7^. However, the characteristics and risk factors for non-obese NAFLD are not well documented. Thus, elucidating the specific mechanisms leading to the development and worse outcome of individuals with non-obese NAFLD will promote the ability of healthcare systems to develop appropriate guidance and interventions to treat this liver disease.

NAFLD comprises a spectrum of conditions associated with lipid accumulation in hepatocytes. Intestinal barrier damage, including the destruction of the intestinal epithelium, the growth of bacteria in the small intestine, and an increase in the level of lipopolysaccharide (LPS), is associated with hepatocyte lipid accumulation and apoptosis^8^. The abnormal accumulation of lipids and apolipoproteins can also result from changes in the production, conversion, catabolism, or export of lipoprotein particles^9^. Very-low-density lipoproteins (VLDLs) are large particles (∼30–80 nm) that are primarily composed of triglycerides (TGs), phospholipids, and cholesterol (CHO). The lipid cores of these particles are decorated with apolipoprotein B (ApoB). These lipid particles are synthesized and assembled in hepatocytes and then secreted into the plasma to be delivered to other organs through the circulation^10,11^. VLDLs’ assembly and secretion from the liver play important roles in controlling the plasma levels of TGs and CHO, and defects in the export of VLDLs impair lipid homeostasis and predispose hepatocytes to the overproduction of reactive oxygen species (ROS), endoplasmic reticulum (ER) stress, and the induction of autophagy^12^. Alterations in multiple pathways, including the insulin response, β-oxidation, lipid storage and transport, and autophagy pathways, are closely interrelated and are indistinguishable with regard to their contributions to NAFLD and HCC^13,14^.

How these hepatic cargoes are secreted from living cells remains an open question. Rab GTPases form the largest family of small guanosine triphosphate (GTP)-binding proteins and regulate multiple steps in eukaryotic vesicle trafficking^15^. Several Rab GTPases have been identified as regulators of hepatic lipoprotein secretion^16,17^. In particular, inhibition of Rab23 and Rab1b differentially affects the secretion of ApoE, ApoB100 and albumin^18^. Rabs cycle between a guanosine diphosphate (GDP)-bound inactive state and a GTP-bound active state. The exchange of GDP for GTP in Rabs is catalyzed by guanine nucleotide exchange factor, whereas GTP hydrolysis is facilitated by GTPase-activating protein (GAP)^19^. Most known GAPs for Rab GTPases share a homologous catalytic Tre-2/Bub2/Cdc16 (TBC) domain employing a conserved arginine finger and a unique catalytic glutamine residue (the “glutamine finger”) to catalyze GTP hydrolysis^20,21^.

GP73 is a type II transmembrane protein with a single N-terminal transmembrane domain and an extensive C-terminal coiled-coil domain located on the luminal surface of the Golgi apparatus^22^. All resident Golgi proteins are peripheral or integral membrane proteins, and the majority are involved in the intracellular modification of secretory proteins^23^. GP73 has no homology to the known glycosyltransferases or to any of the known nucleotide, sugar, or ATP transporters of the Golgi apparatus. GP73 expression is quite low in normal liver tissue but increases in response to liver damage, viral infection, or ER stress^23–25^. The physiological functions of GP73 as a Golgi-resident protein and the biological consequences of chronic increases in hepatocyte GP73 levels remain largely elusive.

In this study, we systematically dissected how GP73 reshapes the lipid metabolism of hepatocytes, promotes the onset of non-obese NAFLD, and accelerates its progression. Mice with chronic GP73 upregulation in hepatocytes exhibited a metabolic phenotype that has almost all the hallmarks of NAFLD without obesity in human patients. Treatment with metformin to inhibit the GAP activity of GP73 efficiently blocked the non-obese NAFLD phenotype induced by GP73. By revealing common and specific features of GP73-induced non-obese NAFLD, our study provides a potent therapeutic target and a potential diagnostic marker for non-obese NAFLD.

## Results

### GP73 harbors potent TBC-domain GAP activity that preferentially targets Rab23

Research has revealed that most known GAPs for Rab GTPases share a homologous catalytic TBC (Tre-2/Bub2/Cdc16) domain, which employs conserved arginine and glutamine fingers (Fig. 1a). Subsequent analysis of the amino acid sequences of GP73 revealed a conserved TBC GAP domain containing a unique glutamine-finger motif (VxQ) in addition to the catalytic arginine-finger motif (VxxDxxR). We hypothesized that GP73 may function as a GAP catalyzing GTP hydrolysis for Rab GTPases. To test this hypothesis, we investigated the ability of recombinant GP73 protein to accelerate GTP hydrolysis. As GP73 is a Golgi-resident protein and traffics to the cell surface^26^, we selected Rab GTPases mainly located at the plasma and intracellular membranes^27^. Among the 13 assayed mammalian Rab GTPases, GP73 showed the highest GAP activity toward Rab23 (Fig. 1b). Several other Rabs, including Rab13 and Rab20, also served as substrates of GP73 with lower catalytic efficiency. The catalytic efficiency (*k*_cat_/*K*_M_) of GP73 toward Rab23 was approximately 2.51 × 10^5^ M^−1^ s^−1^ (Fig. 1c, d). Importantly, the R248K Q310A mutant of GP73 (GP73-RQ) was completely unable to catalyze GTP hydrolysis on Rab23 (Fig. 1e). Thus, GP73 is a bona fide GAP with active enzyme sites at R248 and Q310.

**Fig. 1:**
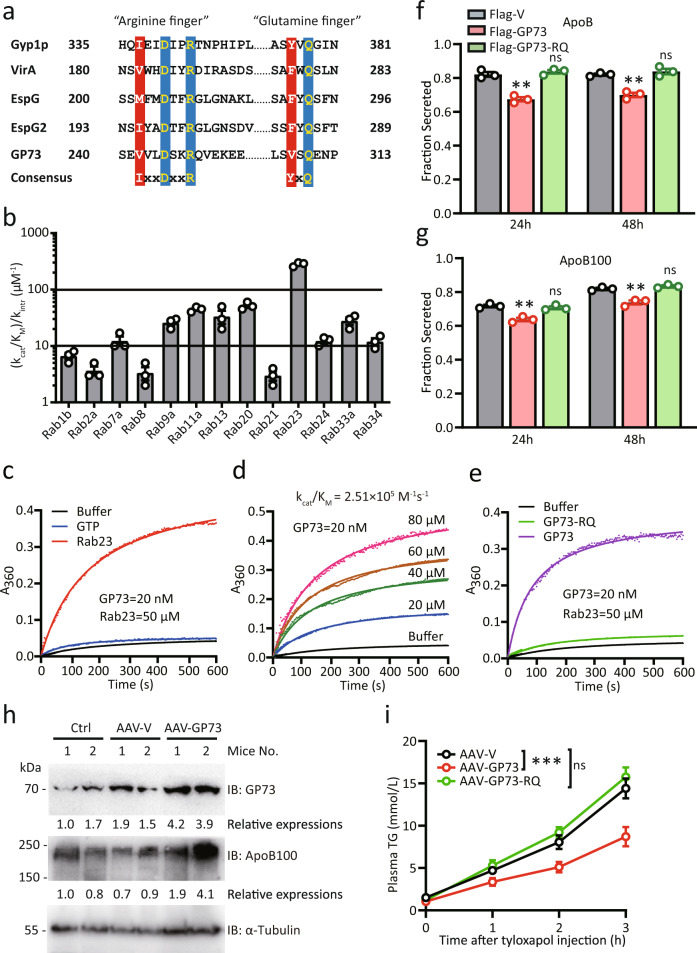
GP73 harbors potent TBC-domain GAP activity that inhibits VLDLs’ secretion. **a** Comparison of amino acid sequences around R248 and Q310 in GP73 and equivalent residues in Gyp1p, VirA, EspG, and EspG2 with dual-finger catalytic motifs in the TBC domain. **b** GAP activity profiles of GP73 for a panel of 13 mammalian Rabs. The catalytic efficiency (*k*_cat_/*K*_M_) of GP73-catalyzed GTP hydrolysis relative to the intrinsic GTP hydrolysis rate constant was determined for each Rab. *n* = 3 independent biological experiments. Data are presented as mean ± SEM. **c**, **d** Kinetic analysis of GP73 GAP activity toward Rab23. The *k*_cat_/*K*_M_ determined by using a Lineweaver-Burk plot is listed above the activity curves. *n* = 3 independent biological experiments. **e** Effects of R248K and Q310A mutations in GP73 (GP73-RQ) on GP73 GAP activity. *n* = 3 independent biological experiments. **f**, **g** ApoB (**f**) and ApoB100 (**g**) secretion efficiency of Huh-7 cells transfected with Flag-vector (Flag-V), Flag-GP73, or Flag-GP73-RQ mutant at the indicated time points after transfection. Secretion efficiency was calculated as the fraction secreted, defined as the ratio between the amounts of cargo that was secreted and the total amount of cargo (secreted plus cell-associated cargo) present in a well. *n* = 3 independent biological experiments. Differences between the two groups were evaluated using two-tailed Student’s *t*-test. Data are presented as mean ± SEM. ns, no statistical significance; ^**^P < 0.01. **h** GP73 and ApoB100 protein levels in mice livers at week 3 after the injection of AAV-V or AAV-GP73 (*n* = 2 per group). α-Tubulin was used as the equal loading control. Relative expression was calculated as the fold change in expression relative to the expression in No. 1 control mice. **i** TG concentrations at the indicated time points after blood sampling of AAV-V-, AAV-GP73-, or AAV-GP73-RQ-injected mice fasted for 4 h and then intravenously administered tyloxapol (400 mg/kg; *n* = 6 per group). Differences between the three groups were evaluated using two-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ns, no statistical significance; ^***^P < 0.001.

### GP73 reduces ApoB secretion in a GAP activity-dependent manner

Given that Rab23 regulates cargo transport from the ER to the Golgi and the secretion of lipoprotein, we hypothesized that the inhibition of Rab23 GTPase activity by GP73 might impact hepatocyte lipoprotein secretion^18,28^. To test this hypothesis, we investigated the involvement of GP73 in the secretion of hepatic cargo. The secretion efficiency fraction was calculated as the ratio between the amount of cargo that was secreted and the total amount of cargo (Supplementary Fig. 1a, b). Indeed, WT GP73 impaired the secretion of ApoB and ApoB100, whereas GP73-RQ abolished these effects (Fig. 1f, g). Notably, GP73 promoted the secretion of ApoE and albumin, but did not affect the secretion of ApoA1 or ApoB48 (Supplementary Fig. 1c–f). GP73-RQ showed the same activity with regard to the secretion of albumin, ApoE, ApoA1, and ApoB48 (Supplementary Fig. 1c–f). Together, these results indicate that the effects of GP73 on the export of the hepatic lipoproteins ApoB and ApoB100 are critically dependent on the GAP activity of GP73.

We then tested the regulation of cargo secretion by GP73 in vivo. To this end, a hepatocyte-specific adeno-associated virus (AAV) expressing an empty vector (AAV-V) or an AAV expressing GP73 (AAV-GP73) was injected into the tail veins of 8-week-old C57BL/6 mice. At 3 weeks after AAV administration, AAV-GP73-induced GP73 expression occurred mainly in the liver, indicating that tail vein injection essentially limited the adenovirus target location to the liver (Supplementary Fig. 2a). In addition, the majority of GP73 expression was identified in hepatocytes from the livers of AAV-GP73-infected mice (Supplementary Fig. 2b). In this setting, significantly increased ApoB100 expression in livers from AAV-GP73 mice was revealed (Fig. 1h). By injecting tyloxapol, an inhibitor of lipoprotein lipase^29^, we observed that AAV-GP73 mice had markedly reduced plasma TG levels (indicative of newly secreted VLDLs particles) at 1, 2, and 3 h after tyloxapol injection, which corresponded to a 1-fold reduction in the VLDL-TG production rate in AAV-GP73-treated mice compared to AAV-V control mice (Fig. 1i). In contrast, hepatic expression of the AAV-GP73-RQ mutant did not affect VLDLs’ secretion (Fig. 1i). Together, these data indicate that GP73 inhibits VLDLs’ secretion in a manner dependent on its GAP activity.

### Chronic elevations in hepatocyte GP73 trigger non-obese NAFLD in mice

Since impaired VLDLs’ export is closely related to dyslipidemia, we then wanted to assess the metabolic consequences of chronic GP73 expression in hepatocytes. To this end, AAV-V and AAV-GP73 mice were fed a regular diet for 6 months, and liver tissues were then collected. Compared with the control mice, the liver-GP73-high animals developed slightly enlarged livers and exhibited increased liver-to-body weight and spleen-to-body weight ratio as well as massive lipid accumulation with indications of hepatocyte ballooning and a lower degree of fibrosis (Fig. 2a and Supplementary Fig. 3a–c). This finding coincided with the increased hepatic TGs and CHO levels in liver-GP73-high mice (Fig. 2b, c). Importantly, total TG and CHO levels in plasma from liver-GP73-high mice were dramatically reduced (Fig. 2d and Supplementary Fig. 3d), likely as a result of impaired VLDLs’ secretion in the liver. The levels of circulating alanine transaminase (ALT) and aspartate transaminase (AST), which are measures of liver damage, were increased gradually and significantly at 6 and 12 months after AAV-GP73 injection (Fig. 2e and Supplementary Fig. 3e). Interestingly, the liver-GP73-high mice exhibited a reduced body weight and continued to lose weight throughout the experimental duration compared with the control mice (Fig. 2f and Supplementary Fig. 3f). From month 5 to 6 after AAV injection, the food intake in liver-GP73-high mice was similar to that in the control mice (Supplementary Fig. 3g).

**Fig. 2:**
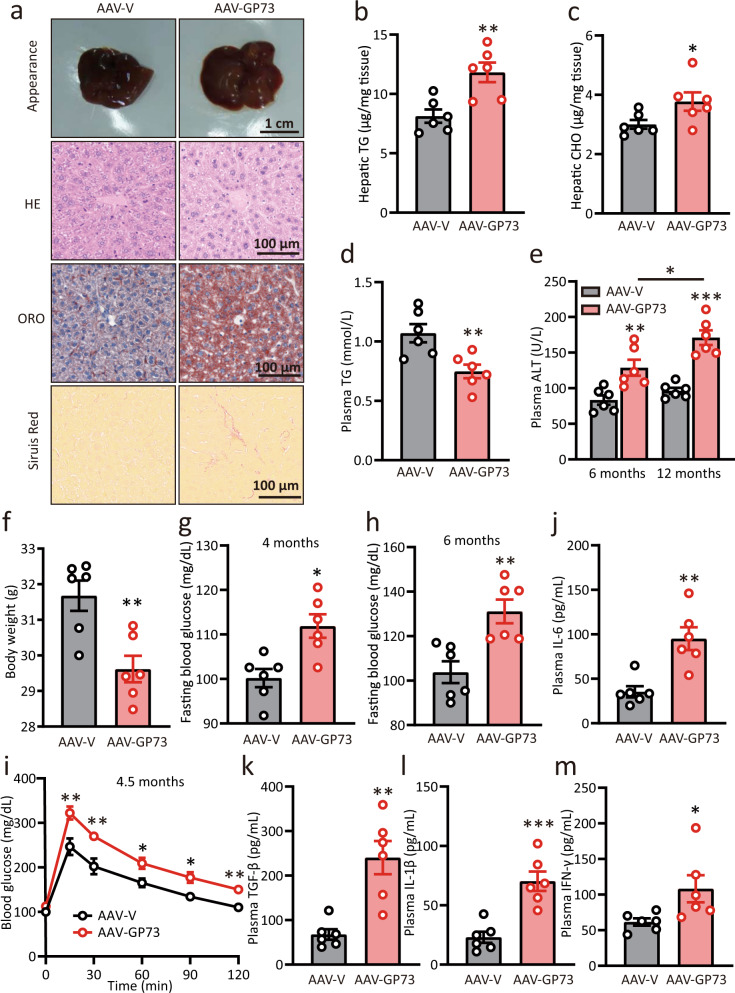
Chronic elevations in hepatocyte GP73 trigger non-obese NAFLD. **a** Appearance, hematoxylin–eosin (HE), Oil Red O (ORO), and Sirius red staining of liver tissues from AAV-V- or AAV-GP73 (3 × 10^11^ vg)-injected mice fed a regular diet for 6 months. Data were repeated three times with similar results. **b**–**f** Hepatic levels of TGs (**b**) and CHO (c); plasma levels of TGs (**d**) and ALT (**e**); body weights (**f**) of mice injected with AAV-V or AAV-GP73 and fed a regular diet for 6 or 12 months (*n* = 6 per group). Differences between the two groups were evaluated using two-tailed Student’s *t*-test. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01. **g**, **h** Glucose levels in blood samples of 6 h-fasted AAV-V- or AAV-GP73-injected mice at 4 (**g**) and 6 (**h**) months after injection (*n* = 6 per group). Differences between the two groups were evaluated using two-tailed Student’s *t*-test. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01. **i** Glucose tolerance test (GTT) results for AAV-V- or AAV-GP73-injected mice at 4.5 months after injection (*n* = 6 per group). Differences between the two groups were evaluated using two-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01. **j**–**m** Plasma levels of IL-6 (**j**), TGF-β (**k**), IL-1β (**l**), and IFN-γ (**m**) in AAV-V- or AAV-GP73-injected mice at 5 months after injection (*n* = 6 per group). Differences between the two groups were evaluated using two-tailed Student’s *t*-test. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

We then attempted to determine whether lipotoxicity in the context of chronic GP73 upregulation relates to abnormalities in glucose metabolism. At 1.5 months after AAV injection, the fasting glucose levels were similar between liver-GP73-high mice and control mice (Supplementary Fig. 3h). However, liver-GP73-high mice exhibited higher fasting blood glucose levels than control mice at month 4 after AAV injection, and the difference persisted until month 6 before sacrifice (Fig. 2g, h). These liver-GP73-high animals began to develop severe glucose intolerance starting at 4.5 months after AAV-GP73 injection (Fig. 2i and Supplementary Fig. 3i, j). In particular, the plasma levels of cytokines, including IL-6, TGF-β, IL-1β, and IFN-γ, were significantly elevated in AAV-GP73-injected mice (Fig. 2j–m). Therefore, we conclude that chronic increases in hepatocyte GP73 levels trigger non-obese NAFLD in mice.

### Induction of non-obese NAFLD by GP73 is highly dependent on its GAP activity

We subsequently assessed whether non-obese NAFLD resulting from chronic increases in hepatocyte GP73 is primarily dependent on GP73 GAP activity. AAV-V, AAV-GP73, or AAV-GP73-RQ constructs were injected into the tail veins of 8-week-old C57BL/6 mice and fed a regular diet for 4.5 months. In contrast to the reduced plasma LDL, TG, and CHO levels and increased hepatic TG and CHO levels observed in liver-GP73-high mice, mice injected with GAP-inactive GP73 exhibited no changes in plasma or hepatic lipid levels (Fig. 3a–e). Notably, mice injected with the GP73 GAP mutant did not show any signs of liver damage (Fig. 3f, g).

**Fig. 3:**
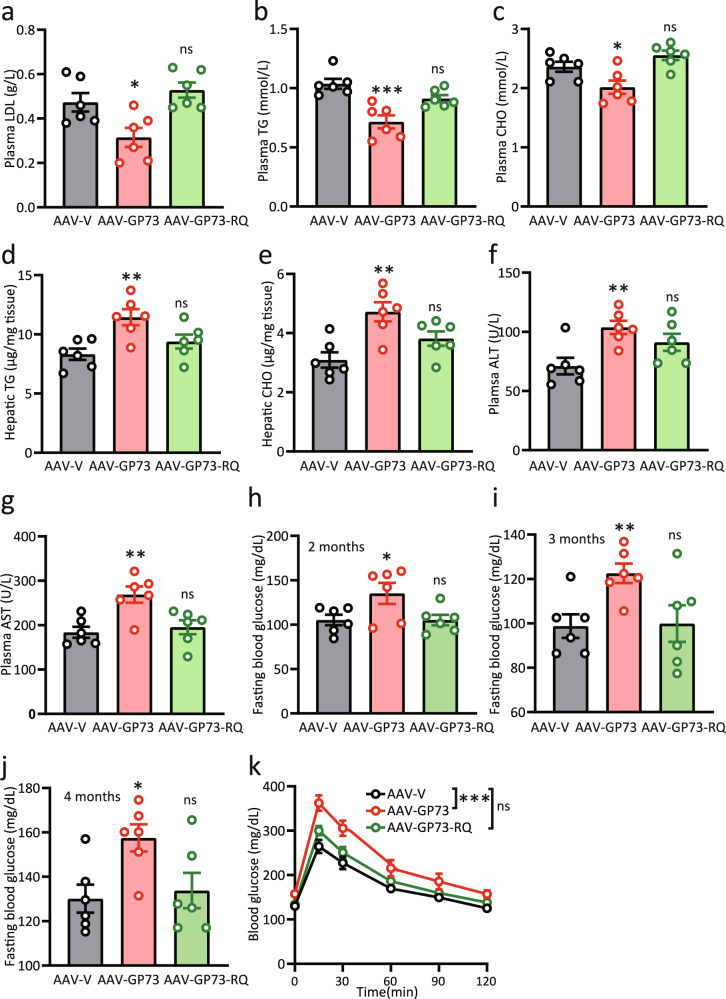
Induction of non-obese NAFLD by GP73 is highly dependent on its GAP activity. **a**–**g** Plasma levels of LDL (**a**), TGs (**b**), CHO (**c**), ALT (**f**), and AST (**g**); hepatic levels of TGs (**d**), and CHO (**e**) in AAV-V-(Vector), AAV-GP73-(GP73), or AAV-GP73-RQ(GP73-RQ)-injected mice fed a regular diet for 4.5 months (*n* = 6 per group). Differences between the three groups were evaluated using one-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ns, no statistical significance; ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001. **h**–**j** Glucose levels in blood samples from 6 h-fasted AAV-V-, AAV-GP73-, or AAV-GP73-RQ-injected mice at 2 (**h**), 3 (**i**), and 4 (**j**) months after injection (*n* = 6 per group). Differences between the three groups were evaluated using one-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ns, no statistical significance; ^*^P < 0.05; ^**^P < 0.01. **k** Glucose tolerance test (GTT) results for AAV-V-, AAV-GP73-, or AAV-GP73-RQ-injected mice at 4.5 months after injection (*n* = 6 per group). Differences between the three groups were evaluated using two-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ns, no statistical significance; ^***^P < 0.001.

To determine whether GP73 GAP activity regulates glucose hemostasis, we assessed fasting glucose levels over time after AAV injection. Remarkably, despite the substantial increases in fasting glucose levels observed in mice expressing WT GP73, mice expressing GP73-RQ were not hyperglycemic throughout the testing period (Fig. 3h–j). While AAV-GP73-injected mice exhibited impaired glucose tolerance, mice injected with GP73-RQ showed normal glucose uptake at 4.5 months after injection (Fig. 3k). Therefore, the GAP activity of GP73 is indispensable for its effect on metabolism.

### Gene expression signatures in non-obese NAFLD induced by GP73

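The gene that encodes GP73, Golm1, had 1 probe on the arrays used for the livers below (chromosome 13 of mm9, 59736466 to 59736525). It was not well above background on any of the 9 arrays, so that Golm1 was not tested. The rise that overexpression would give was not seen on the AAV-GP73 arrays, and whether the AAV carries the sequence of this probe is not stated in the paper's text, so that the labels of the groups could not be checked by this gene. Gene expression was measured in 3 livers or liver pools from each of 3 groups, AAV-V and AAV-GP73 on a regular diet and AAV-V on a high-fat diet (AAV-V HFD). The labels give an age of 12 months for every sample where the paper gives 12 months after injection, the paper's results give 12 months of HFD and its methods 6 months, and whether a sample was 1 mouse or a pool is not stated. Total RNA was labelled with Cy3 and hybridized to one-colour Agilent arrays of 60-base probes, with 59305 non-control spots for 37074 gene names. The authors deposited the scanner's output, in which Feature Extraction had detrended the intensity of each spot within its array and nothing had been scaled between arrays, and a table of log2 values of the same 9 arrays whose normalization the paper's text does not name. The AAV-V and AAV-GP73 arrays lay on 1 slide and the AAV-V HFD arrays on another, so that diet and slide cannot be told apart.
Between 10.2% and 10.7% of the non-control spots (median 10.3%) were well above background on the AAV-V arrays, between 16.0% and 18.4% (median 17.0%) on the AAV-GP73 arrays and between 13.8% and 16.7% (median 16.2%) on the AAV-V HFD arrays. Over the 4864 spots well above background on all 9 arrays, the median processed signal was 39.7 ± 2.93 (SD, n = 3) for AAV-V, 149 ± 18.0 (SD, n = 3) for AAV-GP73 and 156 ± 54.9 (SD, n = 3) for AAV-V HFD. The log2 mean of the 249 spike-in control spots, which do not come from the sample, was 10.59 ± 0.28 (SD, n = 3), 10.45 ± 0.04 (SD, n = 3) and 10.71 ± 0.20 (SD, n = 3).

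**Figure D1:**
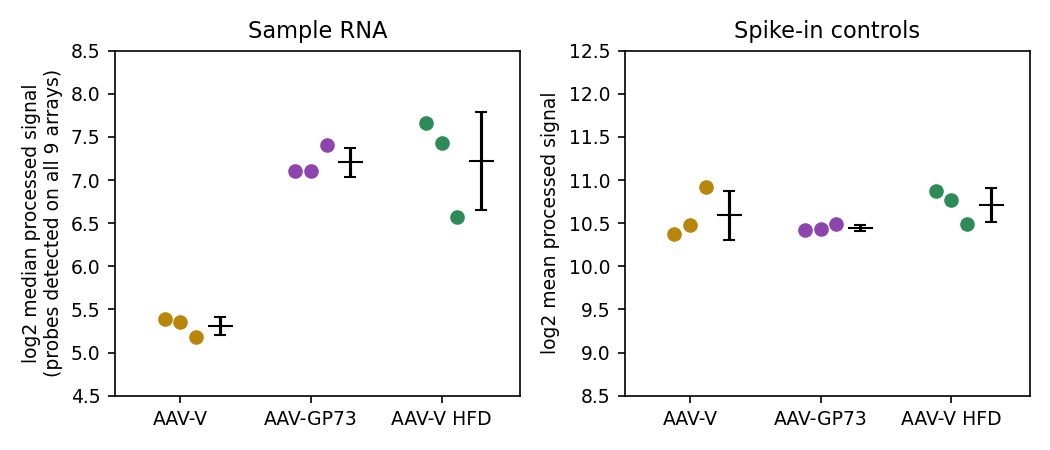
Log2 median processed signal of the spots well above background on all 9 arrays (left) and log2 mean processed signal of the spike-in controls (right) on each array, with the mean and SD of each group. The AAV-V arrays lie below the other 6 in the signal of the sample, while the spike-in signals of the 3 groups overlap.

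The log2 processed signal of each array was shifted so that the 75th percentile of the non-control probes was the same on all 9 arrays, and each gene name was represented by its brightest probe over the 9 arrays. The 5761 genes whose probe was well above background on all arrays of at least 1 group were tested with limma, and genes were called differentially expressed at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. Where a probe was not well above background on any array of 1 group, the size of its change is not known. Only the least fold change that the lowest detected signal of those arrays allows can be stated. It holds under this scaling alone, since a shift between arrays moves it like any other fold change. Fitted values given below for such probes are no measured sizes. The number of arrays limits the precision, and 3 arrays against 3 allow no exact permutation p below 0.1.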

In searching for common and specific features of transcriptional changes associated with non-obese NAFLD induced by GP73 and obese NAFLD induced by high-fat diet (HFD), we analyzed gene expression in the livers isolated from mice 12 months after AAV-V or AAV-GP73 injection and in the livers isolated from AAV-V control mice fed a HFD for 12 months. Over 2000 differentially expressed genes (DEGs) in the livers of AAV-GP73-injected mice and over 1500 DEGs in the livers of HFD-fed mice were identified (Fig. 4a and Supplementary Fig. 4a). 

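Of the 5761 genes tested, 4064 were called between AAV-GP73 and AAV-V, of which 3591 (88.4%) were higher and 473 lower in AAV-GP73, and 3383 were called between AAV-V HFD and AAV-V, of which 3161 (93.4%) were higher and 222 lower. At an unadjusted p under 0.05 from limma and any fold change the numbers were 4591 and 3851. The median log2 fold change of all genes tested was 1.49 for AAV-GP73 and 1.24 for AAV-V HFD. Over the 2427 genes whose probe was well above background on all 9 arrays it was 0.71 and 0.52. Some changes of single genes are given below also relative to the median of all genes tested, and least fold changes are not. In AAV-GP73, 907 called genes lay more than 2-fold above the median, and in AAV-V HFD 836. For 2019 of the genes called in AAV-GP73 and 1701 of those called in AAV-V HFD, the probe was not well above background on any array of 1 of the compared groups, and the least fold change reached 2 for 757 and 550 of them.
The balance of higher and lower genes depended on how the arrays were scaled to each other. Scaled by the 75th percentile of the probes detected on all 9 arrays, an alternative chosen after seeing the data, 1466 genes were higher and 1196 lower in AAV-GP73 (55.1% higher) and 758 higher and 1374 lower in AAV-V HFD (35.6% higher). In the authors' own log2 table the numbers were 2200 and 1107 for AAV-GP73 and 1918 and 1019 for AAV-V HFD, and with scaling by the spike-in controls 4403 and 78, and 3821 and 66. The medians of all genes moved with them, to 0.40, 0.73 and 2.30 for AAV-GP73 and to 0.01, 0.57 and 1.74 for AAV-V HFD. The alternatives that moved the number called in AAV-GP73 most were no filter on dim probes, with 8320 genes, and subtraction of the local background by normexp, with 732.

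**Figure D2:**
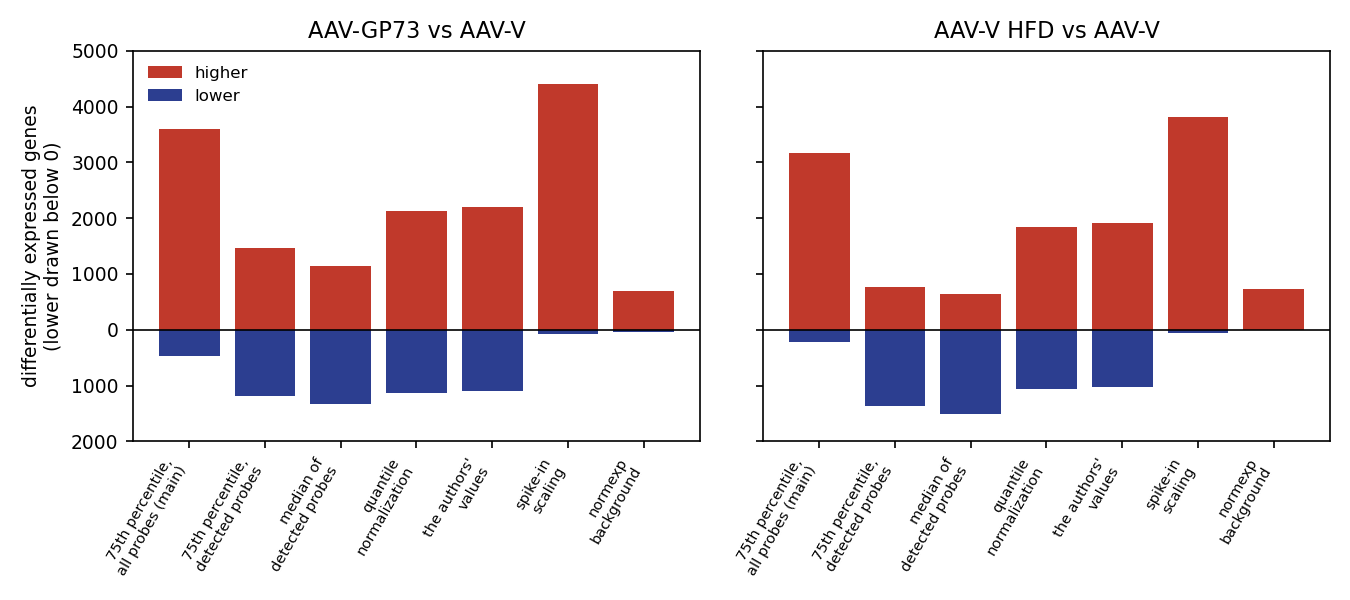
Number of differentially expressed genes higher (above 0) and lower (below 0) than in AAV-V, for AAV-GP73 (left) and AAV-V HFD (right), under each way of making the 9 arrays comparable. Higher genes outnumber lower ones in AAV-GP73 except with the median of detected probes (1150 higher, 1327 lower), and in AAV-V HFD the balance turns with both scalings to detected probes.

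Among the genes well above background on all arrays of both groups, the largest rises in AAV-GP73 included those of Ephx2, Hba-a2 and Hba-a1. The largest falls among them were those of 3 transcripts that the arrays name by Ensembl identifier only, and of Idh1 and Pgf. Idh1 had a log2 fold change of -2.72 (standard error 0.44, adjusted p = 0.000119 from limma), -4.21 relative to the median of all genes. The 3 transcripts were lower in AAV-V HFD too, with log2 fold changes of -3.76, -3.63 and -3.22. Their high signal was thus one of the AAV-V arrays, and what their probes measure was not examined.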

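The Reactome pathways supplied with fgsea were tested for AAV-GP73 against AAV-V with camera, which sets the genes of a pathway against all other genes tested, on the 4517 genes (78.4%) that could be given a gene identifier. Of 468 pathways, 130 passed an adjusted p under 0.05, 129 of them toward higher expression in AAV-GP73. The smallest adjusted p was that of metabolism of amino acids and derivatives (120 genes, median log2 fold change 1.20 above that of all genes, adjusted p = 1.22e-06), followed by the TCA cycle and respiratory electron transport (106 genes, 0.75 above, adjusted p = 2.13e-05). Proteasome pathways followed among the first 10. For AAV-V HFD against AAV-V, 133 pathways passed, 128 of them toward higher expression.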

Gene Ontology (GO) enrichment analysis showed that the most significant biological processes affected by GP73 were metabolic process (Supplementary Fig. 4b). Further assays of metabolism process signatures revealed significant enrichment in fatty acid (FA) biosynthesis and oxidation process, tricarboxylic acid (TCA) cycle, protein metabolic process, lipid biosynthetic process, and triglyceride metabolic process in the livers from AAV-GP73 mice (Fig. 4b). In particular, fatty acid β-oxidation (FAO) rate-limiting enzymes’ mitochondrial Cpt1 and peroxisomal acyl-CoA oxidase 1 (Acox1) were induced to greater levels in the livers from GP73-high mice than in the livers from AAV-V control mice (Fig. 4c and Supplementary Fig. 5). 

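These processes were tested with camera on lists of genes fixed before the data were examined, and each list's median log2 fold change is given relative to that of all genes. FA oxidation was 2.45 above it (26 of 27 genes called higher, adjusted p = 7.00e-07), and its median log2 fold change of 3.94 became 3.55 with genes below background in 1 group set to their least change. The TCA cycle was 1.17 above (17 of 18 genes higher, adjusted p = 0.00956). For protein metabolism, proteasome subunits were 1.18 above (29 of 30 genes higher, adjusted p = 1.83e-05). FA synthesis lay at -1.21 (adjusted p = 0.00453), with 3 of 12 genes called higher and 4 lower, a median log2 fold change of 0.28 and a mean of -0.60, so that median and mean differ in sign. Triglyceride metabolism was 0.08 above (7 of 11 genes higher, adjusted p = 0.308). Cholesterol synthesis was at -0.69 (4 of 8 genes higher and 2 lower, adjusted p = 0.203).
Of the 23 lists tested, 10 were called, 8 of them higher and 2 lower. Of the 10, 3 are genes of Fig. 4e and f, which the study chose on these arrays, so that their calls are no independent test. All 10 held under fry, which tests a list against no change, and none of the 10 held when camera estimated the correlation between genes in place of a preset 0.01.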

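Cpt1a (chromosome 19 of mm9, 3385374 to 3385433) was not well above background on any AAV-V array and was on all 3 AAV-GP73 arrays, where its scaled log2 signal was 4.02 ± 0.43 (SD, n = 3). Under the scaling used here this places it at least 1.68-fold higher in AAV-GP73 (adjusted p = 1.61e-05 from limma). Its least change of 0.75 on the log2 scale lies below the median of 1.49 over all genes tested. A rise of Cpt1a beyond that of all genes is thus not shown. Scaled by the 75th percentile of detected probes, the fitted log2 fold change of Cpt1a was 1.99 in place of 3.08. This drop is larger than the least change of 0.75, so that under that scaling no rise of Cpt1a can be stated from its least change. Under normexp its log2 fold change was 0.46 and not called, which is no test of the change, since the offset of 50 added to every signal exceeds the processed signal of Cpt1a (19.9 in AAV-GP73).

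**Figure D3:**
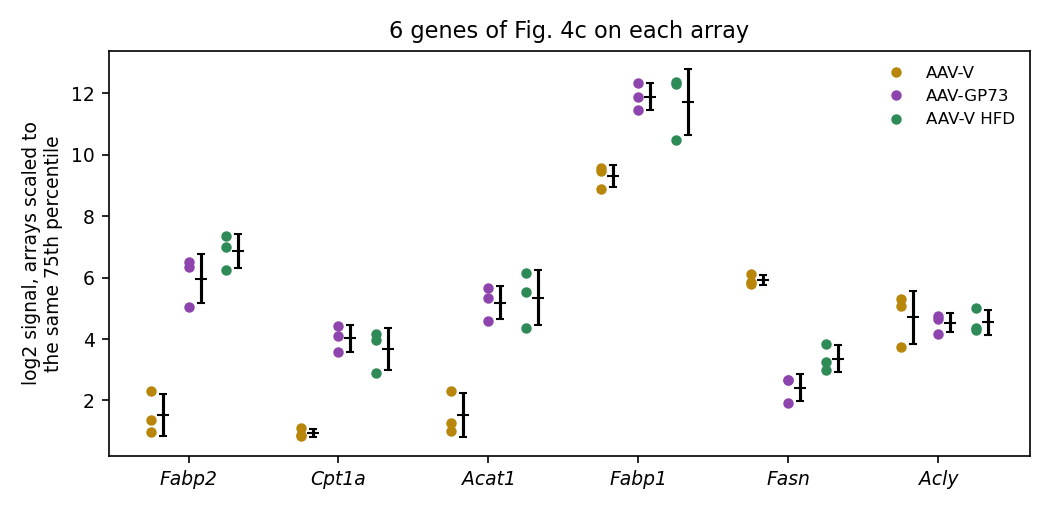
Log2 signal, with the arrays scaled to the same 75th percentile, for 6 genes of Fig. 4c on each array, with the mean and SD of each group (n = 3). Every AAV-GP73 array lies above every AAV-V array for 4 of the genes, a separation that chance gives in 10% of comparisons of 3 arrays with 3.

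The study chose these genes on the same samples, so that their separation is not independent evidence. From a rise of FAO and a fall of Fasn, the paper's discussion takes the arrays as an indication that liver cells answer the accumulation of FAs by closing down FA synthesis while FAO is activated.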

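Fasn (chromosome 11 of mm9, 120668460 to 120668519) was well above background on all 3 AAV-V arrays and on none of the AAV-GP73 arrays, at least 10.4-fold lower in AAV-GP73 (adjusted p = 4.02e-06 from limma). The brightest probe of Acly (chromosome 11, 100337674 to 100337733) had a log2 fold change of -0.17 (standard error 0.41, adjusted p = 0.709), -1.66 relative to the median of all genes. This change was not larger than the spread between the arrays, and its sign turned without AAV-V replicate 1 (0.02), AAV-V replicate 3 (0.13) or AAV-GP73 replicate 1 (0.01). It was called lower with quantile normalization (-1.27), the authors' values (-1.34) and the median of detected probes (-1.43), and not with the 75th percentile of detected probes (-1.26), the last 2 being scalings that lower all genes of AAV-GP73 alike. With spike-in scaling (0.64) and normexp (0.01) the sign was positive and the change was not called. A separate Acly probe (chromosome 11, 100365518 to 100365577) was well above background on all 3 AAV-V arrays, on no AAV-GP73 array and on no AAV-V HFD array. It was called lower when each probe was tested by itself, and was at least 11.5-fold lower in AAV-GP73 and 10.0-fold lower in AAV-V HFD. Acat1 (chromosome 9, 53389868 to 53389927) was well above background on no AAV-V array and at least 3.79-fold higher in AAV-GP73 (adjusted p = 2.66e-05 from limma). On the log2 scale this least change is 1.92, where the median of all genes tested is 1.49.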

The FA biosynthesis enzyme Fasn and the acetyl-CoA (substrate for lipid synthesis)-producing enzyme ACLY ATP-citrate lyase (Acly) were downregulated, whereas the cholesterol biosynthesis enzyme 3-hydroxy-3-methylglutaryl (HMG)-CoA synthase (Hmgcs) 2 and cholesterol-esterifying enzyme Acat1 were upregulated by GP73. 

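The FA-binding proteins Fabp1 and Fabp2 were measured by 1 probe each. Fabp1 (chromosome 6 of mm9, 71154906 to 71154965) was well above background on all 9 arrays, with a scaled log2 signal of 9.32 ± 0.36 (SD, n = 3) in AAV-V and 11.89 ± 0.44 (SD, n = 3) in AAV-GP73. Its log2 fold change was 2.57 (standard error 0.47, adjusted p = 0.000288 from limma), 1.08 above the median of all genes, and stayed between 2.35 and 2.79 with each array left out in turn. Fabp2 (chromosome 3, 122602276 to 122602335) was well above background on no AAV-V array and on every array of the other groups, at least 6.51-fold higher in AAV-GP73 (adjusted p = 5.84e-06). The list of FA uptake genes as a whole was 1.01 above the median of all genes, with 6 of 8 genes called higher, and did not pass the threshold (adjusted p = 0.215 from camera).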

Notably, increased expression of FA-uptake enzymes, including plasma membrane FA-binding proteins (Fabps) 1 and 2, was observed in the livers from GP73-high mice (Fig. 4c and Supplementary Fig. 5).

**Fig. 4:**
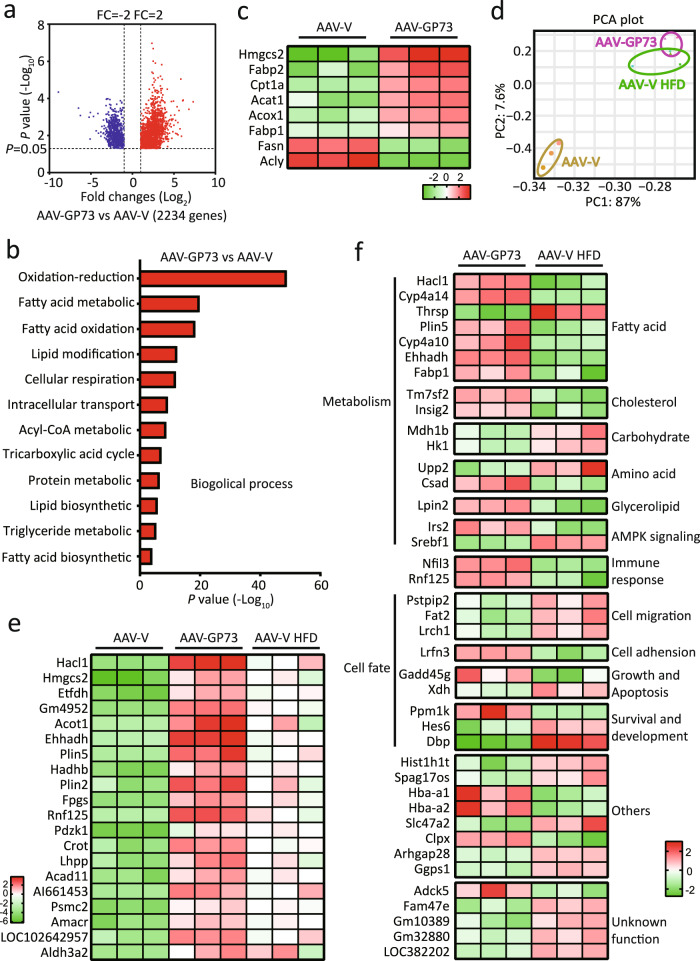
Gene expression signatures in non-obese NAFLD induced by GP73. **a** Volcano plot of the DEGs in the livers from AAV-GP73-injected mice fed a regular diet for 12 months (*n* = 3 per group). Significantly downregulated genes are in blue, and significantly upregulated genes are in red. The data were analyzed with two-sided Student’s *t*-test. The black vertical lines highlight fold changes (FCs) of −2 and 2, while the black horizontal line represents a *P* value of 0.05. **b** Pathways enriched for the DEGs in the livers from AAV-GP73-injected mice at 12 months after injection (*n* = 3 per group) according to GO term analysis at GO level 4. The bar plot shows significantly dysregulated pathways, and Fisher’s exact test *P* values are shown on the *x*-axis. **c** Heatmap of the critical DEGs in the livers from AAV-GP73-injected mice versus AAV-V-injected mice fed a regular diet for 12 months. Upregulated genes are highlighted in red, and downregulated genes are highlighted in green. **d** PCA results. PCA was based on the gene expression patterns in the AAV-V (yellow), AAV-GP73 (purple), and AAV-V HFD (green) groups. In all plots, each point represents a sample. **e** Heatmap of the top 20 highly upregulated genes in the livers from the AAV-GP73 and HFD groups. **f** Heatmap of the top 20 highly upregulated and 20 highly downregulated genes that were specifically regulated by GP73.

A principal component analysis (PCA) showed that AAV-GP73 and AAV-V HFD were very close and partially overlapped in the PCA and were well separated from the AAV-V (Fig. 4d). Both groups shared over half (825) of the upregulated genes and 75% (590) of the downregulated genes (Supplementary Fig. 4c, d). 

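In a PCA of the gene-centred log2 values of the 5761 genes, the first component held 75.6% of the variance and the second 6.41%. The Euclidean distance between the mean of the AAV-GP73 arrays and that of the AAV-V arrays was 140.8, and between AAV-V HFD and AAV-V it was 120.4. AAV-GP73 and AAV-V HFD lay 48.3 apart, which is 36.9% of the mean distance of the 2 groups to AAV-V. Arrays of the same group lay on average 62.5 apart in AAV-V, 42.5 in AAV-GP73 and 58.7 in AAV-V HFD, distances between single arrays that are larger by construction than those between means. On the second component the AAV-GP73 arrays lay between 17.0 and 19.2 and the AAV-V HFD arrays between -32.8 and -13.3. Scaled by the 75th percentile of detected probes, AAV-GP73 and AAV-V HFD lay at 52.7% of the mean distance to AAV-V, the largest share under any alternative.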

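Of the 3591 genes called higher in AAV-GP73, 3000 (83.5%) were also called higher in AAV-V HFD, which is 94.9% of those called in AAV-V HFD. Of the 473 called lower, 176 (37.2%) were also called lower, which is 79.3% of those in AAV-V HFD. Of the scalings, the median of detected probes moved the share of the lower genes most, to 90.8%, where that of the higher genes was 51.0%. Among the genes called in AAV-GP73 only, 555 of 591 higher and 275 of 297 lower ones changed in the same direction in AAV-V HFD. The direct comparison of AAV-GP73 with AAV-V HFD called 66 of those 591 and 21 of those 297. No gene was called higher in AAV-GP73 and lower in AAV-V HFD, and 3 were called lower and higher.
Across the genes tested, which are not independent replicates, the log2 fold changes of both comparisons correlated with a Pearson's r of 0.899. Both comparisons use the same AAV-V arrays, which by itself makes their fold changes run together. In 100 simulated data sets of 3 unchanged groups, made from normal mixtures of the arrays' residuals, r had a median of 0.525 and was as high in 7, and no set shared a called gene.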

KEGG pathway analysis of these overlapping genes mainly revealed enrichment in cellular metabolism pathways, including the TCA cycle, synthesis and degradation of ketone bodies, primary bile acid biosynthesis, FA metabolism, and PPAR signaling (Supplementary Fig. 4e). 

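Of all 5761 genes tested, 52.1% were called higher in both AAV-GP73 and AAV-V HFD. The same was found for 17 of 18 genes of the TCA cycle, whose remaining gene was lower in both, all 6 genes of ketone body metabolism, 7 of 9 genes of bile acid synthesis, 25 of 27 genes of FA oxidation and 21 of 33 genes of PPAR signaling, with 1 more lower in both. Of 12 genes of FA synthesis, 2 were shared as higher and 3 as lower. Among lists outside these processes, all 30 genes of the respiratory chain and 27 of 30 of the proteasome were shared as higher, and 10 of 17 housekeeping genes. In the test of each list for AAV-V HFD against AAV-V, FA oxidation was 1.93 above the median of all genes (adjusted p = 5.14e-06 from camera), the TCA cycle 1.32 (adjusted p = 0.00373) and ketone bodies 2.10 (adjusted p = 0.0277, not called without AAV-V replicate 2 at 2.00). Bile acid synthesis (2.17 above, adjusted p = 0.0643, called without AAV-V HFD replicate 2 at 2.16) and PPAR signaling (1.05 above, adjusted p = 0.299) were not called there.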

Of the top 50 highly upregulated genes and 50 highly downregulated genes affected by GP73, 90% were also affected by HFD, but with lower fold changes (Fig. 4e and Supplementary Fig. 6a, b). 

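Of the 50 genes with the largest rise and the 50 with the largest fall in AAV-GP73, 87% were also called in the same direction in AAV-V HFD, all 50 of the higher and 37 of the lower genes, and 93% changed less in AAV-V HFD than in AAV-GP73. Genes ranked in 1 group tend to change less in another, so the ranking was also exchanged. Of the 100 genes with the largest changes in AAV-V HFD, 99% were also called in AAV-GP73 and 36% changed less there. All 20 genes of Fig. 4e were called higher in both groups. Of the 50 genes in the authors' list of the most upregulated ones, 47 were called higher in both groups and 48 changed less in AAV-V HFD, a difference that the direct comparison called for 11 of them. For 44 of these genes the probe was not well above background on any AAV-V array.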

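Genes specific to GP73 were sought by comparing AAV-GP73 directly with AAV-V HFD, which differ in slide as well as in diet. Of the 5761 genes, 126 were called, 98 higher and 28 lower in AAV-GP73, and 862 passed an unadjusted p under 0.05 at any fold change. With the alternatives the number called ranged from 0 to 333. It was 0 with normexp, where limma gave 448 at an unadjusted p under 0.05 and any fold change. There the offset exceeds the signal of 82 of the 126 genes. It was 0 with the t-test of the legend after adjustment. With that t-test at an unadjusted p under 0.05 and a fold change of at least 2 it was 333. In the authors' log2 table it was 12, and with AAV-GP73 replicate 3 left out it was 20. It was 42 without AAV-GP73 replicate 1, 40 without AAV-GP73 replicate 2, 73 without AAV-V HFD replicate 1 and 70 without AAV-V HFD replicate 3. The median log2 fold change of all genes was 0.11. Of the 40 genes of Fig. 4f, 29 were called, 16 higher and 13 lower. Adjusted over the list alone, 36 were, which is not independent evidence since the study chose the genes on these samples. All but Hk1 (log2 fold change 0.14) changed in the direction the figure shows. A difference between AAV-GP73 and AAV-V HFD does not by itself make a gene specific to GP73. Of the 20 genes that the figure shows as higher, 10 were called higher against AAV-V in both groups. Of the 20 lower ones, 2 were called lower in both and 1 higher in both. Hacl1, Plin5, Rnf125 and Thrsp are among the genes called alike in both.
Hacl1 had a log2 fold change of 3.12 (standard error 0.34, adjusted p = 0.000395 from limma) and Plin5 of 2.69 (standard error 0.38, adjusted p = 0.0031). Cyp4a10, above background on 1 AAV-V HFD array, was called at 2.12 (adjusted p = 0.0421). Cyp4a14 was at least 1.89-fold higher (adjusted p = 0.000299), Thrsp at least 5.76-fold lower (adjusted p = 0.000141) and Nfil3 at least 3.26-fold higher, each below background on all arrays of 1 of the groups. Least changes were likewise 2.02-fold for Tm7sf2, 2.00-fold for Irs2 and 1.87-fold for Lrfn3, all higher, and 1.95-fold lower for Srebf1. Rnf125 was higher by 2.78, and Arhgap28, Fat2 and Hes6 were called lower, at -1.35, -2.06 and -2.03. Some of these calls were lost with single arrays left out: that of Tm7sf2 without AAV-GP73 replicate 1 (2.67) or 3 (2.50), that of Fat2 without AAV-GP73 replicate 2 (-1.79) or 3 (-2.05), and that of Cyp4a10 without AAV-V replicate 3 (2.12), AAV-GP73 replicate 2 (1.98) or 3 (1.83), or AAV-V HFD replicate 1 (2.34), 2 (2.21) or 3 (1.80). Those of Arhgap28 and Hes6 were lost without AAV-GP73 replicate 1 (-1.36 and -1.49), 2 (-1.25 and -2.27) or 3 (-1.45 and -2.33) and without AAV-V HFD replicate 1 (-1.25 and -1.78), 2 (-1.36 and -2.08) or 3 (-1.45 and -2.22). Without AAV-V HFD replicate 2 Insig2 (2.01) and without AAV-V replicate 1 Gadd45g (2.68) were called. Insig2 (1.60, adjusted p = 0.0508), Mcat (0.60, adjusted p = 0.394), Ppm1k (0.22, adjusted p = 0.799), Gadd45g (2.68, adjusted p = 0.0734), Pstpip2 (-0.96, adjusted p = 0.216) and Spag17os (adjusted p = 0.112) were not called. A dimmer Ppm1k probe, above background on all AAV-GP73 and no AAV-V HFD arrays, was called when each probe was tested by itself.

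**Figure D4:**
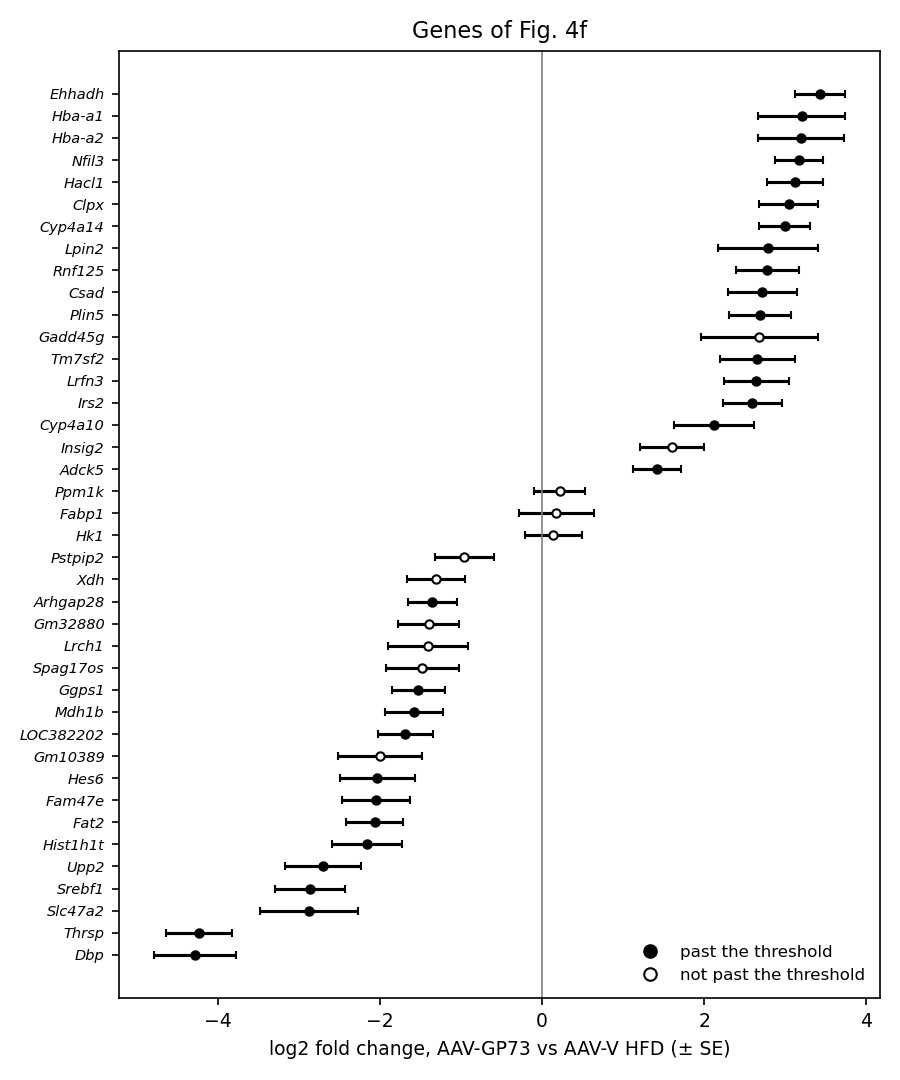
Fitted log2 fold change between AAV-GP73 and AAV-V HFD, with its standard error, for the 40 genes of Fig. 4f. Filled points are the 29 genes past the threshold and open points the others, and for 14 of the 40 genes the probe was below background on all arrays of 1 group, so that the plotted size is no measured fold change.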

Of the unique genes affected by GP73, the hepatic expression of genes involved in FA metabolism (Hacl1, Cyp4a14, Thrsp, Mcat, Plin5, and Cyp4a10), cholesterol synthesis (Tm7sf2 and Insig), immune response (Nfil3 and Rnf125), AMPK signaling (Irs2 and Srebf1), and cell fate (Lrfn3, Ppm1k, Gadd45g, Arhgap28, Pstpip2, Spag17os, Fat2, and Hes6) was identified (Fig. 4f).

### GP73 promotes NASH progression in obese NAFLD

After confirming the pathophysiological role of GP73 in non-obese NAFLD, we were interested in evaluating the role of GP73 in obese NAFLD. To this end, mice were fed a HFD for 12 months starting from week 4 after AAV-V or AAV-GP73 injection. Compared to AAV-V-injected mice fed with HFD, GP73-liver-high animals fed with HFD exhibited significantly increased weight gain, enlarged livers with visibly yellow appearances, increased liver-to-body weight ratio, and upregulated ApoB100 levels (Fig. 5a–d). Strikingly, liver-GP73-high mice developed steatosis, hepatocyte ballooning, and inflammatory cell infiltration sufficient to diagnose NASH (Fig. 5b). In addition, AAV-GP73-injected mice fed with HFD exhibited a higher degree of fibrosis (Fig. 5b), significantly increased hepatic lipid levels, and substantially elevated ALT and AST levels (Fig. 5e–h). These results indicate that GP73 accelerates the obesity-induced progression of steatosis to NASH and even to fibrosis.

**Fig. 5:**
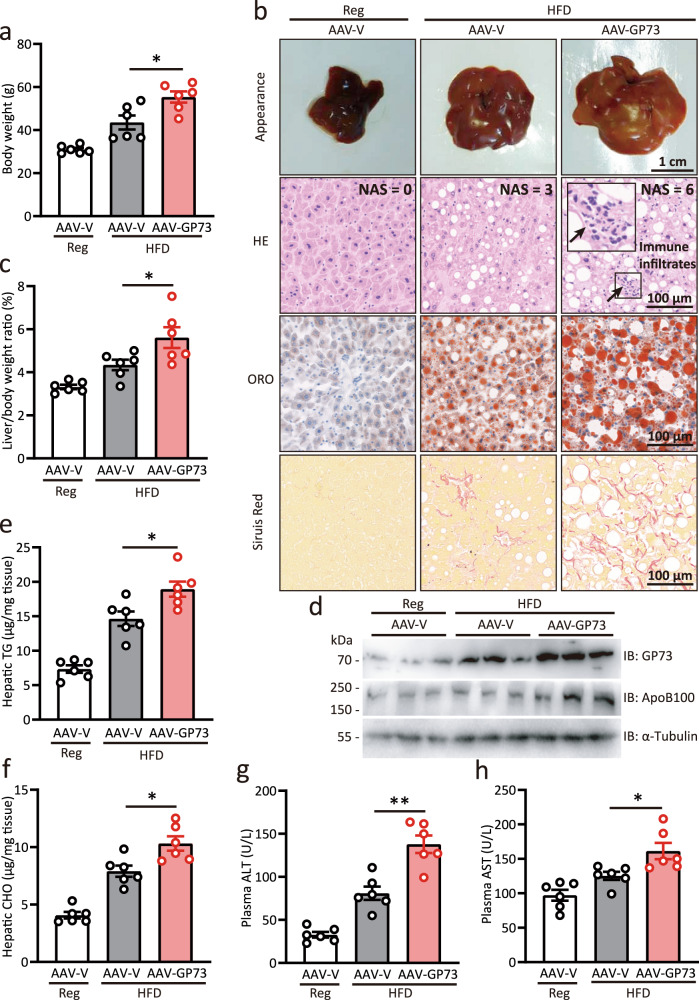
GP73 promotes NASH progression in obese NAFLD induced by HFD. **a** Body weights of AAV-V-injected mice fed a regular diet and AAV-V- or AAV-GP73-injected mice fed a HFD for 12 months (*n* = 6 per group). Differences between the three groups were evaluated using one-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ^*^P < 0.05. **b** Appearance, HE, ORO, and Sirius red staining of the livers from AAV-V-injected mice fed a regular diet and AAV-V- or AAV-GP73-injected mice fed a HFD for 12 months (*n* = 6 per group). **c** Liver-to-body weight ratio of AAV-V-injected mice fed a regular diet and AAV-V- or AAV-GP73-injected mice fed a HFD for 12 months (*n* = 6 per group). Differences between the three groups were evaluated using one-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ^*^P < 0.05. **d** GP73 and ApoB100 protein levels in livers from AAV-V-injected mice fed a regular diet and AAV-V- or AAV-GP73-injected mice fed a HFD for 12 months (*n* = 3 per group). α-Tubulin was used as the equal loading control. Relative expression was calculated as the fold change in expression relative to the expression in No. 1 control mice. **e**–**h** Hepatic levels of TGs (**e**) and CHO (**f**); plasma levels of ALT (**g**), and AST (**h**) in AAV**-**V-injected mice fed a regular diet and AAV-V- or AAV-GP73-injected mice fed a HFD for 12 months (*n* = 6 per group). Differences between the three groups were evaluated using one-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01.

### Metformin alleviates non-obese NAFLD induced by GP73

Metformin is one of the first-line drugs for the treatment of type 2 diabetes^30^. However, the primary molecular mechanism of this biguanide is not well understood. Given the pathological effects of GP73 on hepatic lipids and glucose hemostasis, we wondered whether the GAP activity of GP73 is the target of metformin action. Indeed, metformin efficiently bound to endogenous GP73 and inhibited the interaction of GP73 with Rab23 (Fig. 6a, b). As a control, the interaction between TBC1D20 and Rab1b was unaffected by metformin treatment (Fig. 6c). We next performed an in vitro GAP assay using different concentrations of metformin. While the ability of TBC1D20-mediated Rab1b hydrolysis was unaffected by metformin, GP73-mediated catalysis of Rab23 GTP hydrolysis was inhibited by metformin in a dose-dependent manner (Fig. 6d, e). Accordingly, the inhibitory effect of GP73 on ApoB and ApoB100 secretion was abolished by metformin (Fig. 6f, g).

**Fig. 6:**
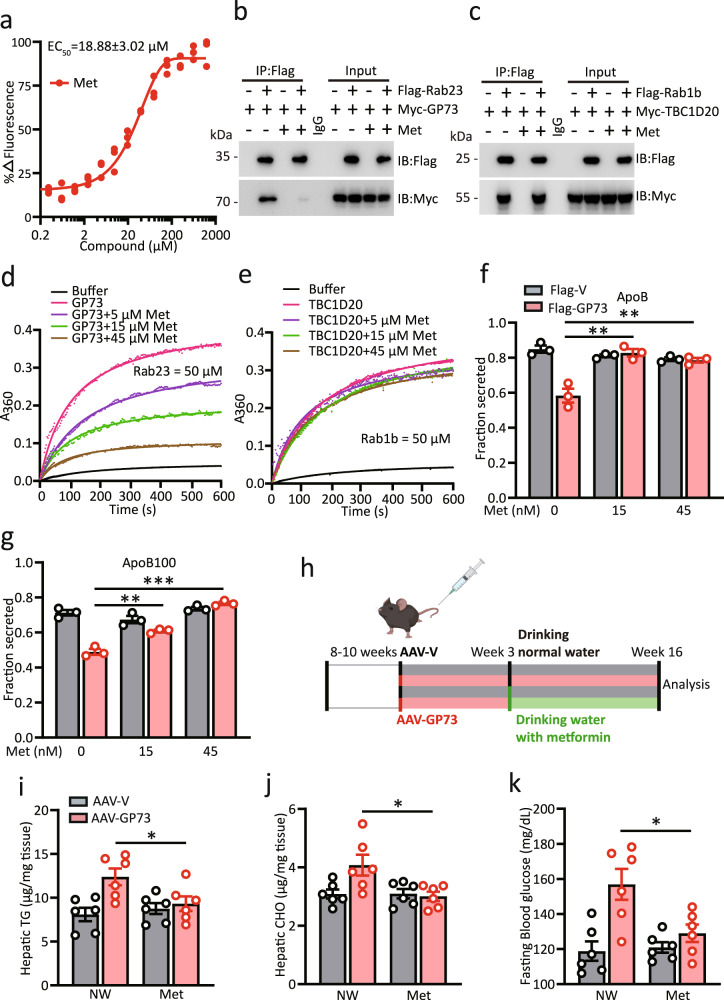
Metformin alleviates non-obese NAFLD induced by GP73. **a** Microscale thermophoresis (MST) analysis of the interaction between metformin (Met) and GP73. The data were derived from the effect of metformin on the fluorescence decay of fluorescently labeled GP73. The half-maximum effective concentration (EC_50_) was determined by the Hill slope. *n* = 3 independent biological experiments. **b**, **c** Immunoprecipitation analysis of the interaction between GP73 and Rab23 (**b**) or TBC1D20 and Rab1b (**c**) in the presence or absence of Met. Data were repeated three times with similar results. **d**, **e** Kinetic analysis of GP73 activity toward Rab23 (**d**) or TBC1D20 activity toward Rab1b (**e**) in the presence of different concentrations of Met. *n* = 3 independent biological experiments. **f**, **g** ApoB (**f**) and ApoB100 (**g**) secretion efficiency in cells from Flag-vector- or Flag-GP73-transfected cells treated with Met. *n* = 3 independent biological experiments. Differences between the two groups were evaluated using one-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ^**^P < 0.01; ^***^P < 0.001. **h** Schematic depicting the experimental setup. **i**–**k** Hepatic levels of TGs (**i**) and CHO (**j**); 6 h-fasted glucose levels (**k**) of AAV-V- or AAV-GP73**-**treated mice given normal drinking water (NW) or drinking water with metformin (3 g/L) (NW) for 4 months (*n* = 6 per group). Differences between the four groups were evaluated using one-way ANOVA and Bonferroni’s post hoc analysis. Data are presented as mean ± SEM. ^*^P < 0.05.

Because livers with upregulated GP73 acquire the hallmarks of NAFLD, we investigated whether the administration of metformin by drinking water could mitigate the non-obese NAFLD phenotype induced by GP73 (Fig. 6h). We found that chronic metformin treatment reduced hepatic CHO and TG accumulation induced by GP73 overexpression (Fig. 6i, j). Importantly, metformin also prevented hyperglycemia in liver-GP73-high mice (Fig. 6k). Together, these results indicate that metformin improves the hyperglycemia and dyslipidemia induced by GP73 overexpression.

### GP73 expression is pathologically elevated in non-obese NAFLD mice and humans

To establish the pathophysiological relevance of GP73 with non-obese NAFLD, we analyzed GP73 expression in multiple tissues from mice fed with high dietary cholesterol, a critical factor in inducing liver pathology associated with murine non-obese NAFLD. Compared with the results obtained with the regular-diet controls, we found strong upregulation of GP73 mRNA in the livers of mice fed a high-fat and high-cholesterol, cholate (HFHCC) diet for 1 month (Fig. 7a). In particular, GP73 expression was dramatically induced in livers from mice fed with HFHCC diet as early as day 7 after feeding (Fig. 7b). To continue the investigation, we measured the plasma concentrations of GP73 in 14 non-obese healthy controls and 14 NAFLD individuals without obesity diagnosed with MRI (Supplementary Table 1). A BMI less than 25 kg/m^2^ was used to define the non-obese population. Compared with non-obese controls, patients with NAFLD without obesity had higher fasting glucose levels and a lower adiponectin-to-leptin ratio (Supplementary Table 1 and Fig. 7c–e). There were no significant differences between the two groups with regard to BMI, waist circumference, blood pressure, or platelets^31^ (Supplementary Table 1). Notably, patients with NAFLD without obesity had significantly higher plasma GP73 levels than non-obese healthy subjects (Fig. 7f). Thus, dysregulated GP73 is associated with NAFLD without obesity.

**Fig. 7:**
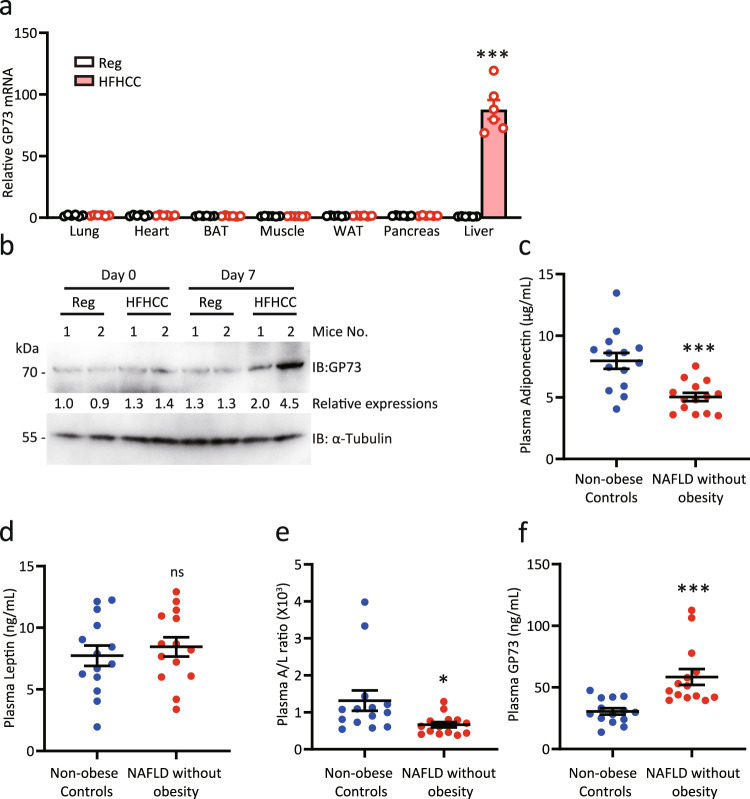
GP73 expression is pathologically elevated in NAFLD patients without obesity. **a** GP73 mRNA expression in multiple tissues from mice fed a regular diet (Reg) or a high-cholesterol, high-cholate diet (HFHCC) for 1 month (*n* = 6 per group). Differences between the two groups were evaluated using two-sided unpaired Student’s *t*-test. Data are presented as mean ± SEM. ^***^P < 0.001. **b** GP73 protein levels in the livers from mice fed HFHCC for 7 days (*n* = 2 per group). α-Tubulin was used as the equal loading control. Relative expression was calculated as the fold change in expression relative to the expression in No. 1 control mice. **c**–**f** Plasma adiponectin (**c**), leptin (**d**), and adiponectin-to-leptin ratio (A/L ratio; **e**); GP73 levels (**f**) in NAFLD patients without obesity and non-obese healthy subjects (*n* = 14 per group). Differences between the two groups were evaluated using the two-sided unpaired Student’s *t*-test. Data are presented as mean ± SEM. ns, no statistical significance; ^*^P < 0.05; ^***^P < 0.001.

### GP73 blockade improves whole-body metabolism in non-obese NAFLD mouse model

To further explore whether inhibition of liver GP73 may improve metabolic disorders, we investigated the effect of sustained GP73 knockdown on metabolic homeostasis in mice with HFHCC diet-induced non-obese NAFLD. Mice were injected with siGP73 or control RNAi oligos twice a week during HFHCC diet feeding. After 4 weeks, approximately 50% knockdown of GP73 mRNA was found in the siGP73-treated group (Fig. 8a). As reported, the HFHCC diet recapitulated several characteristic features of non-obese NAFLD, including an increased liver-to-body weight ratio, upregulated hepatic CHO and TG levels, increased plasma AST and ALT levels along with elevated fasting glucose, and reduced insulin sensitivity^32^ (Fig. 8b–h). The final body weight and inguinal white adipose tissue (WAT)-to-body weight ratio were unaffected (Fig. 8i, j). Of note, siGP73 administration alleviated liver damage and caused significant decreases in blood glucose levels (Fig. 8e–g). In the intervention protocol, knockdown of liver-GP73 also improved insulin sensitivity (Fig. 8h). In particular, hepatocyte TG and CHO levels were lower in the siGP73-treated group than in the control group (Fig. 8c, d). Thus, whole-body metabolism in non-obese NAFLD mice was significantly improved upon GP73 blockade.

**Fig. 8:**
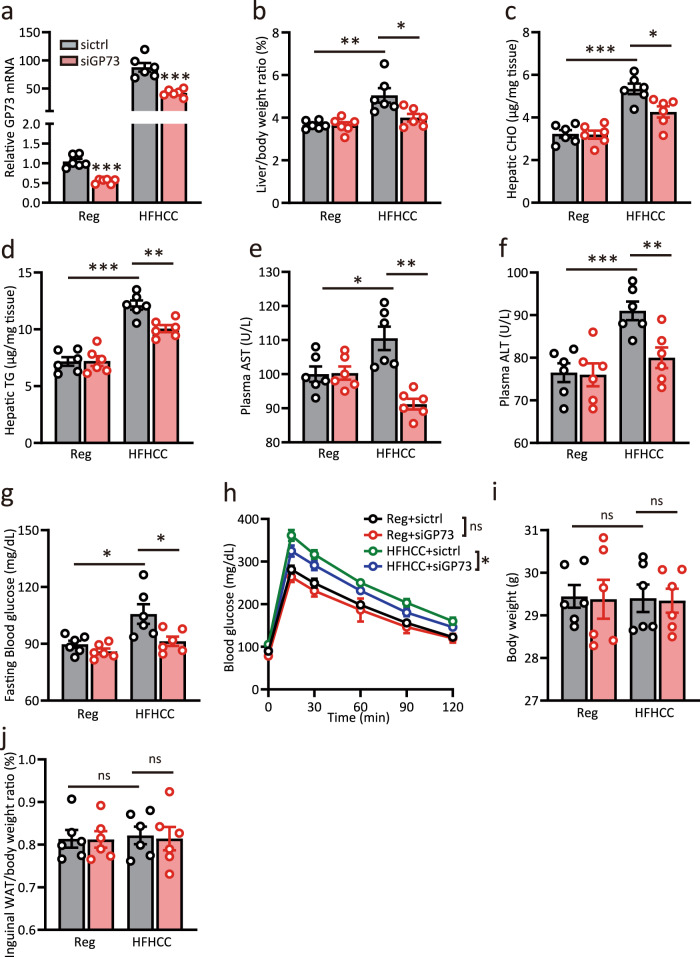
GP73 blockade improves whole-body metabolism in non-obese NAFLD mouse model. **a** GP73 mRNA expression in livers from mice fed a regular or HFHCC diet for 1 month and injected with siGP73 or control RNAi oligos twice a week (*n* = 6 per group). Differences between the two groups were evaluated using unpaired Student’s *t*-test. Data are presented as mean ± SEM. ^***^P < 0.001. **b**–**j** Liver-to-body weight ratio (**b**); hepatic levels of CHO (**c**) and TGs (**d**); plasma levels of AST (**e**) and ALT (**f**); fasting glucose levels (**g**) and GTT (**h**); body weight (**i**) and inguinal WAT-to-body weight ratio (**j**) in the four groups above (*n* = 6 per group). Differences between two groups were evaluated using unpaired Student’s *t*-test. Data are presented as mean ± SEM. ns, no statistical significance; ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

## Discussion

As a type II transmembrane glycoprotein located in the Golgi, GP73 expression in hepatocytes is very limited or undetectable in healthy livers^33,34^. However, in patients with acute or chronic liver diseases, GP73 expression is significantly upregulated in hepatocytes^35,36^. We then wanted to assess the metabolic consequences of hepatic overexpression of GP73. After the consumption of a regular diet, mice with chronic elevation of GP73 in hepatocytes recapitulated almost all of the characteristic features of obese NAFLD, including reduced body weight, decreased plasma lipid levels, massive intrahepatic lipid accumulation, elevated baseline levels of inflammatory cytokines, and gradual insulin resistance development^3,4^. In addition, common and specific transcriptional changes in livers from GP73-induced non-obese NAFLD and diet-induced obese NAFLD were identified. Mechanistically, GP73 harbors potent TBC-domain GAP activity and was able to stimulate the GTPase activity of several Rab family members. The specific contribution of abnormal GP73 expression to the pathogenesis of non-obese NAFLD was largely dependent on the GAP activity of GP73. Strikingly, metformin could bind GP73 and inactivated the GAP activity of GP73. At clinically relevant plasma concentrations, metformin significantly ameliorated steatosis and improved insulin sensitivity in mice with GP73-induced non-obese NAFLD. By establishing a pathological role for elevated GP73 in non-obese NAFLD, our findings not only provide convincing evidence that elevated hepatic expression of GP73 can trigger non-obese NAFLD development in a GAP activity-dependent manner, but also provide a potent therapeutic target for blocking non-obese NAFLD development (Supplementary Fig. 7).

During secretion, VLDLs are transported from the ER to the Golgi in specialized transport vesicles. These ApoB-containing vesicles do not include ApoE or albumin despite the subsequent post-Golgi association between ApoE and VLDLs. ApoE may also be secreted on its own as a high-density lipoprotein (HDL). How these hepatic cargoes are secreted from living cells remains an open question. Here, we found marked reductions in VLDL-TG secretion in regular-diet-fed liver-GP73-high mice, which resulted in decreased steady-state plasma TG concentrations. Mechanistically, GP73 has the ability to stimulate the GTPase activity of several but not all of the Rab family members tested. Although GP73 showed the highest GAP activity toward Rab23, and the activity of Rab23 to promote the secretion of ApoB was in consistent with the phenotype that GP73 overexpression led to ApoB secretion impairment. Some other cargoes, including albumin, were stimulated both by Rab23 and GP73. Therefore, other Rabs tested or untested targeted by GP73 may be responsible for the observed differences. Regardless, our present provide further insight into the contribution of GP73 GAP activity on non-obese NAFLD, advancing our understanding of the physiological function of this important molecule.

Our gene expression microarray results indicated that cells respond to the intrahepatic accumulation of FAs by shutting down FA synthesis while simultaneously activating a parallel FAO pathway, as shown by increased expression of two rate-limiting enzymes in the mitochondrial and peroxisome FAO pathways and decreased expression of the FA biosynthesis enzyme FASN^37–39^. Since GP73 elevation induced excessive lipid accumulation even in the context of regular diet consumption, the source of these lipids is unclear. Increased FABP1 and FABP2 expression upregulated by GP73 were indicative of increased lipid uptake^40^. Moreover, the process of initiating cholesterol biosynthesis was increased, as two enzymes (ACAT and HMGCS) involved in the condensation of two and three molecules of the acetyl-CoA process were upregulated by GP73^41,42^. Our next question is related to whether many of these functions involve a common underlying mechanism. We proposed that GP73 functions in the etiology of non-obese NAFLD mainly through its GAP activity. Nonetheless, the contribution of GP73 GAP activity to obese NAFLD and the pathophysiological functions of GP73 independent of its GAP activity require further investigation.

Metformin is one of the first-line drugs for the treatment of type 2 diabetes and acts by inhibiting hepatic glucose production through AMPK-dependent and -independent mechanisms^43^. Direct inhibition of mitochondrial glycerol-3-phosphate dehydrogenase and mitochondrial respiratory chain complex 1 has been proposed for the acute inhibition of gluconeogenesis by metformin. Emerging evidence suggests that metformin could contribute to improvements in obesity-associated insulin sensitivity^44^. However, the host targets associated with the metabolic benefits of metformin remain incompletely understood. Here, we demonstrated that metformin can bind GP73, inactivate the GAP activity of GP73, and efficiently inhibit GP73-induced metabolic disorders at clinically relevant plasma concentrations. The findings of the GP73-mediated upregulation of AMPK expression and the glucogenesis signaling pathway support this result. Collectively, our data illustrate a previously unidentified mechanism of action for metformin.

The evolutionary basis for the actions of GP73 described here is of interest. We proposed that during acute stress or danger, GP73 tends to increase FA uptake and cholesterol synthesis, which results in the conversion of incoming FFAs and cholesterol into lipid drops or VLDLs for storage. Metabolic rewiring may help these cells cope with external danger or regulate the antiviral signaling immune response. Chronic elevation of GP73 in hepatocytes leads to persistent impairment of metabolic homeostasis, driving insulin resistance and non-obese hepatic steatosis. The increase in hepatocyte GP73 may be induced by chronic infection, inflammation, cholesterol, or unknown factors. Regardless of the stimuli, chronic upregulation of GP73 in hepatocytes contributes to the early onset of non-obese NAFLD. A Western diet combined with pathologically high GP73 levels can promote the progression from steatosis to NASH. This finding may provide a potent therapeutic target for blocking non-obese NAFLD development and disease progression.

## Methods

### Study subjects

The Committee for Ethics in Human Studies from the Third Medical Center of the Chinese PLA General Hospital approved this study (KY2021–009) and abided by the Declaration of Helsinki principles. Fourteen non-obese healthy subjects and 14 NAFLD subjects without obesity diagnosed with MRI were included in the study. NAFLD with <25 kg/m^2^ BMI was defined as NAFLD without obesity. All individuals in this study provided a signed statement of informed consent. All patients had no history of the use of any hepatotoxic drugs, hormone replacement therapy, or herbal products and consumed no more than 20 g/day alcohol. The healthy control group had no illnesses, no use of alcohol, drugs, or herbal substances, no history of previous liver diseases and was negative for viral hepatitis serology tests.

### Clinical assessment

Each participant was required to complete a questionnaire for self-reported alcohol consumption, smoking and past medical history. Anthropometric data were acquired by two specialized doctors and included weight, height, waist circumference (WC), systolic blood pressure (SBP), and diastolic blood pressure (DBP). BMI was calculated as weight divided by the height squared (kg/m^2^). Non-obese was determined by a threshold of <25 kg/m^2^. After fasting overnight for ≥8 h, blood samples were taken for routine blood tests and GP73 level assays using ELISA kits for human GP73 (no. 03.03.0201, Hotgen Biotech Co., Ltd. Beijing, China).

### Reagents

Metformin (PHR1084) and tyloxapol (T8761) were purchased from Sigma-Aldrich (MO, USA). Glucose (20171108) was purchased from Sinopharm Chemical Reagent Co., Ltd. (Beijing, China). A blood glucose meter (06656919032) and test strips (1072332990) were purchased from Roche (Basel, Switzerland). Dulbecco’s modified Eagle’s medium (DMEM, high-glucose, D5796) was purchased from Millipore (MA, USA). Lipofectamine 2000 (11668027) was purchased from Invitrogen (Carlsbad, CA, USA). PerfectStart^TM^ Green qPCR SuperMix (AQ601) and TransScript^®^ One-Step gDNA Removal and cDNA Synthesis SuperMix (AT311) were purchased from TransGen Biotech (Beijing, China). Biochemical kits for mouse AST (200218), ALT (191230), TG (200224) and CHO (200224) were purchased from Ruierda Biological Technology (Beijing, China). ELISA kits for mouse ApoB (SEC003Mu), ApoB100 (PAA603Mu01), albumin (CEB028Mu), ApoE (SEA704Mu), ApoA1 (SEA519Mu), TG (CEB687Ge), and CHO (CEB701Ge) were purchased from Cloud-Clone Corp. (Wuhan, China). ELISA kits for mouse TGF-β (121702), IFN-γ (120062), IL-1β (1210122), and IL-6 (1210602) were purchased from Dakewe Biotech Co., Ltd. (Beijing, China). ELISA kits for human leptin (SEA084Hu) and adiponectin (SEA605Hu) were from Cloud-Clone Corp (Wuhan, China).

### Antibodies

The following antibodies were used: anti-α-tubulin for western blotting (Proteintech, cat: 11224-1-AP, lot: 00084996, 1:5000 dilution); anti-GP73 for western blotting (Abcam, cat: ab92612, clone: OTI6C9, lot: GR3250053-6, 1:2000 dilution); anti-ApoB for western blotting (Proteintech Group, cat: 20578-1-AP, lot: 00025612, 1:1000 dilution); anti-mouse Flag for western blotting (Sigma-Aldrich, cat: F1804, lot: SLBF6631, 1:5000 dilution); anti-mouse Myc for western blotting (ABclonal, cat: AE010, lot: 4000049011, 1:2000 dilution); anti-GP73 for immunofluorescence (BOSTER, cat: A02975-2, lot: BOS7542BP4109, 1:100 dilution); and anti-albumin for immunofluorescence (ABclonal, cat: A0353, lot: 0202160201, 1:100 dilution).

### Plasmids

Mammalian expression vectors encoding N-terminal Myc-tagged and C-terminal Flag-tagged GP73 were constructed by inserting the corresponding PCR-amplified fragments into pcDNA3.1 (V79520, Invitrogen). pCDNA3.1-Flag-GP73-RQ was constructed with a Fast Site-Directed Mutagenesis Kit (Tiangen, Beijing, China). All constructs were sequence verified.

### Cell culture and transfection

The Huh-7 (0403) cell line was obtained from the Japanese Collection of Research Bioresources and had been previously tested for mycoplasma contamination. Huh-7 cells were incubated in DMEM at 37 °C under a humidified atmosphere with 5% CO_2_. All media were supplemented with 10% fetal bovine serum (FBS), 100 U/mL penicillin, 0.1 mg/mL streptomycin, 1× nonessential amino acid solution, and 10 mM sodium pyruvate. Lipofectamine 2000 (Invitrogen) was used for transfection following the manufacturer’s protocol.

### Recombinant proteins

Recombinant GP73 protein with a 6x His tag was produced in 293T cells and purified with a B-PER 6x His Spin Purification Kit before endotoxin removal with a commercial system (Lonza, Inc.). Recombinant Rab protein with a pCDNA3.1-Flag tag was produced in 293T cells and purified with a pCDNA3.1-Flag Spin Purification Kit before endotoxin removal with a commercial system (Lonza, Inc.). The proteins were concentrated using Amicon ultracentrifuge filter devices (Millipore). The protein concentrations were determined using a Bradford assay (Bio-Rad), and protein purity was examined by Coomassie blue staining of SDS-PAGE gels.

### Immunoblot analysis

The tissues and cells used for immunoblot analysis were lysed in buffer containing 150 mM NaCl, 50 mM Tris-HCl pH 7.5, 0.1% w/v SDS, 0.5% w/v Na-deoxycholate, 1% v/v Nonidet P-40, 1 mM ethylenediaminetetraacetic acid (EDTA), 1 mM ethylene glycol-bis(β-aminoethyl ether)-*N*,*N*,*N*′,*N*′-tetraacetic acid (EGTA), 2.5 mM Na-pyrophosphate, 1 mM NaVO4, 10 mM NaF, and fresh protease inhibitors from Sigma. The lysates were centrifuged at 4 °C for 15 min at 13,000*g*, and the proteins in the supernatants were separated by SDS-PAGE after centrifugation. The separated proteins were transferred to polyvinylidene fluoride (PVDF) membranes for immunoblot analyses using the indicated primary antibodies. Anti-rabbit or anti-mouse HRP-conjugated antibodies were then applied after three washes and the antigen–antibody complexes were visualized using chemiluminescence by a Tanon 5200 chemiluminescent imaging system, and analyzed by Tanon Gelcap (v.5.22). The band intensities representing the indicated relative expression levels were quantitated with reference to the α-tubulin band intensities and the levels in the control group.

### Secretion assays

Cells were transfected with Flag-vector or Flag-GP73, and 24 or 48 h later, the cells were washed and allowed to secrete cargo into fresh medium for 6 h. The medium and cell lysates were collected, and the cargo content was measured by ELISA. Secretion efficiency was calculated as the fraction secreted, defined as the ratio between the amounts of cargo that was secreted and the total amount of cargo (secreted plus cell-associated cargo) present in a well.

### Animals

Eight-week-old male C57BL/6N WT mice were purchased from SPF Biotechnology (Beijing, China). Mice were maintained in a pathogen-free, temperature-controlled, and 12 h light and dark cycle environment with the temperature maintained at 21–23 °C, relative humidity at 50–60%, and free access to food and water at the AMMS Animal Center (Beijing, China). All mice were group-housed for 3 days before any procedures. All animal experiments were conducted at the AMMS Animal Center (Beijing, China) and were approved by the Institutional Animal Care and Use Committee and the studies have complied with all relevant ethical regulations regarding the use of research animals.

For AAV-GP73 injections, AAVs encoding mouse GP73, GP73 R248K and the Q310A mutant were constructed and propagated by Hanbio, Inc., Shanghai, China. The mice were injected with 3 × 10^11^ vg intravenously every 6 months.

For VLDLs’ secretion, the mice were fasted overnight and then intravenously injected with tyloxapol (400 mg/kg body weight). Blood was collected at the indicated time points, and plasma TG levels were determined according to the relevant kit manufacturer’s instructions.

For glucose tolerance tests, the mice were fasted for 6 h. Fasting blood glucose levels were measured in blood collected from the tail vein by tail snipping, and then, glucose (1.5 g/kg body weight) was administered intravenously to conscious animals. Glucose was measured in blood collected from the tail vein at 0, 30, 60, 90, and 120 min post injection.

To establish a HFD-induced NAFLD model, male C57BL/6N mice were maintained on a regular chow diet (Teklad 2919, 9% fat) or HFD (Teklad TD.06414, 34.3% fat) for 6 months. To establish a HFHCC-induced non-obese NAFLD model, male C57BL/6N mice were maintained on a regular chow diet or fed a HFHCC diet (Teklad TD.90221, 15.8% fat, 1.25% cholesterol, and 0.5% sodium cholate) for 4 weeks. All diets were purchased sterile (irradiated) and stored as per recommendations from the manufacturer. Feed provided to mice was changed every 3 days. During this time, GP73 or control siRNA oligos were administered at a dose of 0.2 nmol/g to mice via tail vein injection twice a week. Mice were then sacrificed for the collection of plasma and liver tissues after 4 weeks of feeding. Samples were snap frozen in liquid nitrogen and stored at −80 °C until analysis.

### Chemical modifications siRNA for in vivo study

In the sense strand of siRNA, the 3ʹ terminus was modified by cholesterol and 4 thiols, the 5ʹ terminus was modified by 2 thiols, and the whole strand was modified by 2ʹ-*O*-methyl–modified (2ʹ OMe-modified). All siRNAs were obtained from GenePharma.

The siRNAs targeting GP73 had the following target sequences:

siGP73 (275): 5ʹ- CCUGGUGGCCUGUGUUAUUTT −3ʹ

Scrambled siRNA oligonucleotides from siGP73 were used as a control (siCtrl).

### Quantification of glycemia, plasma metabolites, cytokines, and hepatic lipids

Glycemia was measured with whole blood collected from the tail vein using a Roche blood glucose meter. For measurement of fasting blood glucose, fasting was started at 9:00 a.m., and the mice were fasted for 6 h. Random blood glucose levels were also measured at 9:00 a.m. If the glucose level was greater than 630 mg/dL (the upper detection limit of the glucometer), a value of 630 mg/dL was recorded. The blood glucose levels were determined.

Plasma was separated using lithium heparin-coated microcentrifuge tubes (BD Diagnostics). Plasma LDL, TG, CHO, ALT, AST, and cytokine levels were measured using kits according to the manufacturers’ instructions. For the hepatic lipid assay, approximately 100 mg of liver tissue was homogenized in methanol, and lipids were extracted in chloroform: methanol (2:1 v/v) for 12 h. Hepatic TG and CHO levels were then quantified using mouse TG and CHO ELISA kits.

### qRT-PCR

First-strand cDNA was synthesized using a TransScript One-Step gDNA Removal and cDNA Synthesis SuperMix Kit (Transgen, AT311-03). qRT-PCR was performed in the QuantStudio 3 Real-Time PCR System (Applied Biosystems) using SYBR Green PCR Master Mix (Transgen, AQ601-04). Each sample was analyzed in triplicate with GAPDH as the internal control.

The primer sequences are as follows:

GP73: 5ʹ-CGTCGCAGCATGAAGTCTC-3ʹ (forward), 5ʹ-CAGTAGTTGAAGCCTAGCACAAT-3ʹ (reverse);

GAPDH: 5ʹ- AGGTCGGTGTGAACGGATTTG −3ʹ (forward), 5ʹ-GGGGTCGTTGATGGCAACA-3ʹ (reverse)

### Statistics

In mice experiment, no statistical methods were used to predetermine sample size. We used *n* = 6 in each group based on prior publications using comparable methods^45–47^. For this scenario, the majority of the power values for mice studies were over 0.8. For the human study, based on our preliminary data, differences in plasma GP73 levels between healthy peoples and NAFLD without obesity are ≥150% with SEM within groups of ≤20%. Hence, setting the significance level α to be 0.05 and the effect size ≥1.4, the minimum sample size required for a Power (1−β) of 0.8 was calculated to be ≥10 subjects per group. The data are presented as the mean ± SEM or as the median (interquartile range). Differences between two independent samples were evaluated by two-tailed Student’s *t*-test. Differences among multiple samples were analyzed by one-way or two-way ANOVA followed by Bonferroni’s post hoc analysis. The significance values were set as follows: ns (not significant), *P*  > 0.05; ^*^P < 0.05; ^**^P < 0.01; and ^***^P < 0.001. Statistical analysis was performed using GraphPad Prism 8.0.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information.

Peer Review File.

Reporting summary.

## Data Availability

Gene expression microarray data generated for this manuscript have been deposited in the Gene Expression Omnibus database under accession number GSE163918. The data that support the findings of this study are available from the corresponding author. Source data are provided with this paper.

## Source data

Source Data.

How the deposited data were processed for this re-analysis (not part of the article)

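Liver gene expression was measured on 9 one-colour Agilent arrays, 3 each for AAV-V and AAV-GP73 mice on a regular diet and AAV-V mice on a HFD. Samples were grouped by the labels, which match the groups of the paper. Total RNA had been extracted with Trizol, labelled with Cy3 by a low input amplification kit and scanned. The intensity values deposited by the authors are the output of Feature Extraction 12.0.3.1, which, per the file headers, subtracted a fitted spatial surface and removed a multiplicative trend within each array, with no scaling between arrays. The log2 values deposited by the authors hold 1 value per probe name and array, and their normalization is not stated in the paper's text. All 56605 of their probe names matched the scanner output, and the median of each of the 9 columns lay between 0.799 and 0.801. The probe coordinates are those of mm9 in the scanner output, and gene names are those of the same files.

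Each array holds 62976 spots, of which 59305 are not controls. Between 98 and 151 spots per array carried a quality mark of Feature Extraction and 0 were saturated. The share of spots well above background, given with the description of the groups, sets what can be tested, and the number of arrays limits the precision. The AAV-V and AAV-GP73 arrays lay on 1 slide and were scanned together, in separate columns of it, and the AAV-V HFD arrays lay on another slide. A slide effect could be fitted for no comparison with AAV-V HFD. Golm1, which encodes GP73, was not tested because its 1 probe was not well above background on any array.

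Calculations were made in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The log2 processed signal of each array was shifted so that the 75th percentile of the non-control probes was the same on all 9 arrays, at the mean of their log2 values. Each gene name was represented by its brightest probe over the 9 arrays, and the 5761 genes whose probe was well above background on all arrays of at least 1 group were tested. All 3 groups were fitted together with limma's lmFit and eBayes, every p was adjusted by the Benjamini-Hochberg method over the genes tested, and genes were called at a fold change of at least 2 and an adjusted p under 0.05. Adjusted p values given for genes are from this limma test, and those for lists and pathways are from limma's camera with a preset correlation between genes of 0.01, adjusted over the 23 lists with enough genes tested or the 468 pathways. The Reactome pathways came with fgsea 1.28.0, and 4517 of the 5761 genes (78.4%) could be given a gene identifier from a table of mouse genes on assembly GRCm38.p6, which was used for names only. A lower bound on a fold change sets each array without detection to the lowest signal well above background on that array, or to its own value if that is higher.

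The comparisons, tests, gene lists and alternatives were fixed before the data were examined, apart from the following, chosen after seeing the data: the tests with receptor probes, with 2 probes of the same gene and of 1 factor for all genes, the second way of simulating unchanged groups, and 2 alternatives, scaling by the 75th percentile of the probes detected on all 9 arrays, and the authors' log2 values with the t-test of the paper's legend. The first alternative was added because fewer than 1 in 5 spots were well above background, where the 75th percentile of all probes lies among probes without signal. The main scaling was kept as it had been fixed, and the result of the added one is given beside it. The other alternatives were quantile normalization, the median of detected probes, spike-in scaling, normexp with an offset of 50 on the raw signal and local background (an offset above the processed signal of the brighter group for 2484 of the 4064 genes called in AAV-GP73, whose changes it shrinks by construction), the authors' log2 values, no filter on dim probes, detection on all 9 arrays, each probe by itself, the t-test of the legend without and with adjustment, only the 2 groups compared, eBayes with trend and robust, the replicate number as a block, other thresholds, fry, an estimated correlation in camera, other PCA settings, and leaving out each array.

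The genes named were those that the paper names for this experiment in its text and in Fig. 4c, e and f, Golm1, members of the gene lists, and the 5 genes with the largest rise and fall among called genes well above background on all arrays of both groups and without overlap of the arrays. Results of 2 genes are not reported here by themselves, though counts of genes and lists include them. Correlations of residuals between equal replicate numbers of different groups lay between -0.12 and 0.17, with 2 of 9 over 0.1, so that the numbers were not treated as pairs. The steps were tested on simulated data with known changes of the same size and spread. Of 200 changed genes 77% were recovered for AAV-GP73 against AAV-V with 11 unchanged genes called, and 63% and 64% of 100 in the comparisons of AAV-V HFD with AAV-V and of AAV-GP73 with AAV-V HFD. All 65 genes changed by 3 log2 units were recovered. A correction for the slide and the GO and KEGG tests of the paper were not run, the latter because no gene sets of these kinds were at hand.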

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

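The tests with receptor probes, with 2 probes of the same gene and of 1 factor for all genes, and the second way of simulating unchanged groups, were chosen only after the result was seen.

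The signal of the sample relative to the spike-in controls, which the paper does not report, differed between the groups. On the log2 scale it was 2.05 higher in AAV-GP73 and 1.79 higher in AAV-V HFD than in AAV-V, with the AAV-V arrays between -5.73 and -5.00 and the other 6 between -3.91 and -3.08. A hybridization or scan of the AAV-V arrays in a batch of their own is excluded, since all 3 AAV-GP73 arrays lay on the slide and in the scan of the AAV-V arrays. The 2 groups lay in separate columns of that slide, so that the column cannot be told apart from the group. RNA broken down in the AAV-V samples, with loss of signal away from the 3' end, was tested on 127 genes with 2 probes. Over these the 3' minus 5' log2 difference was -0.32 in AAV-V relative to AAV-GP73, the opposite of what such loss gives. Over the brighter pairs it was -0.16 (bootstrap interval -0.49 to -0.07). This argues against such loss for these genes only. Both probes had to be well above background on all 9 arrays, so that genes whose 5' probe was lost in AAV-V are left out. Removing the trend with the GC content of the probes kept 89.8% of the genes called in AAV-GP73. The choice of probe as the cause of the changes as a whole is argued against, since 2 probes of the same gene differed by a median of 0.33 in log2 fold change and probes of different genes by 1.27. For single genes it counts, since 27.1% of the pairs from the same gene differed by more than 1 (59.3% of those from different genes). A single factor of labelling yield for all genes cannot account for all of the called genes either. Of the 1327 called genes well above background on all 9 arrays, 440 lay more than 2-fold from the median change of all genes. Of these, 146 were higher and 294 lower, and a gene called lower lies that far from the median of 1.49 by definition. The other called genes lay within 2-fold of the median.

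A lower yield of RNA or labelling in the AAV-V samples stays open. The log2 spike-in means were 10.59 in AAV-V, 10.45 in AAV-GP73 and 10.71 in AAV-V HFD. This argues against a labelling yield that was lower for spike-ins and sample alike. At which step the spike-ins were added is not stated in the paper's text. For a lower yield of the sample alone, the values it needs are there. The sample over spike-in signal was -2.05 in AAV-V relative to AAV-GP73, and housekeeping genes, proteasome and respiratory chain subunits had median log2 fold changes of 1.93, 2.67 and 2.40 in AAV-GP73, above or near that of all genes, or 1.78, 2.43 and 2.23 with undetected genes at their least change. Such a lower yield may account for the shift of all genes and for part of the genes called higher. DNA or unspecific signal on the AAV-V arrays is not decided. Receptor probes that the liver should lack were well above background in 1.94% of cases on the AAV-V arrays. This is 0.17 percentage points more than on the other 6 arrays, within the spread of the groups. The transcripts named by Ensembl identifier only, which were brighter on the AAV-V arrays, were not part of this test. A larger amount of RNA in livers with GP73 or on a HFD is a biological explanation that the design allows and that was not tested.

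By splits of the arrays chance cannot be excluded, since 10 splits of 6 arrays into 3 and 3 allow no share under 0.1. Of those of the AAV-GP73 and AAV-V arrays 1 gave as many calls, the real one, and the same held for 1 of 10 splits of the AAV-V HFD and AAV-V arrays. In each of the other 9, limma called 0 genes, with 12 to 120 and 38 to 455 at an unadjusted p under 0.05 and any fold change. Simulated data sets of unchanged groups, made in the 2 ways below, called at most 402 and 186 genes higher in AAV-GP73, where 3591 were observed, and at most 394 and 443 lower, where 473 were observed. The median over the sets was 0 genes called higher in both ways. The spread of the arrays within their groups thus does not give the number of higher genes. For the lower ones only the most extreme of 100 sets is given here, which came near the observed number in both ways without reaching it. Both comparisons use the same AAV-V arrays, and 7 of 100 simulated data sets of unchanged groups gave a correlation of fold changes as high. In a first way of simulating, which drew whole arrays with replacement, 11 of 100 did. In 6 of them r was almost 1 because the draw forced it. Since r ignores the size of the fold changes, it cannot decide whether the common arrays explain the observed changes. Neither way gave as many shared higher genes as the 3000 observed: the most was 241 in the first and 0 in the second. This argues against the spread of the AAV-V arrays as the source of the shared higher genes. A shift of all AAV-V arrays alike is not covered by it. For shared lower genes, 3 sets of the first way reached the 176 observed and none of the second.

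Of the genes outside those the paper discusses, Ephx2, Aldh1a1, Ldha and Grhpr were among the 5 largest rises. Ephx2 had a log2 fold change of 5.14 in AAV-GP73 and 3.65 in AAV-V HFD, and in AAV-V HFD Aldh1a1 had 3.52, Ldha 3.49 and Grhpr 3.48. Relative to the median of all genes these were 3.64, 2.41, 2.28, 2.24 and 2.23. Each stayed past the threshold with every array left out and under every scaling, down to 3.68 for Ephx2 in AAV-GP73 and to 2.00 for Grhpr in AAV-V HFD with normexp. The probes of all 4 genes were well above background on all 9 arrays, so that a factor of labelling yield common to all genes, against which 440 genes count, leaves these rises above the median. A yield that differs between kinds of RNA was not tested, for AAV-V HFD the slide cannot be told apart from the diet, and an effect of GP73 or the diet stays open.

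In 3 genes the effects of AAV-GP73 and of HFD went in opposite directions, with calls on both sides, and the difference itself was tested by the comparison of AAV-GP73 with AAV-V HFD. Dbp differed by -4.28 (adjusted p = 0.000827), Fat2 by -2.06 (adjusted p = 0.0108) and Srebf1 by -2.87 (adjusted p = 0.00467), with every AAV-GP73 array below every AAV-V HFD array, a separation that chance gives in 10% of comparisons. Dbp was not well above background on any AAV-GP73 array and was at least 14.2-fold lower than in AAV-V HFD, while Srebf1 was at least 1.95-fold lower and below background in AAV-V as well as AAV-GP73, so that its direction against AAV-V rests on signals at background. The opposite direction depends on the scaling for 2 of the 3: relative to the median of all genes the changes in AAV-V HFD were 1.44 for Dbp, -0.21 for Fat2 and 0.03 for Srebf1, and with the 75th percentile of detected probes 1.45, -0.20 and 0.04, where only Dbp was called higher. Under normexp the differences shrank to -1.41, -0.51 and -0.24 and none was called, which for Fat2 and Srebf1 is no test, since the offset of 50 exceeds their processed signal of 34.5 and 12.6 in AAV-V HFD. Without the filter and with the adjusted t-test none of the 3 was called either, with quantile normalization and the authors' values Srebf1 and Fat2 were not, and with the 75th percentile of detected probes Fat2 was not. The difference of Fat2 was not called without AAV-GP73 replicate 2 (-1.79) or AAV-GP73 replicate 3 (-2.05), and its fall against AAV-V not without AAV-V replicate 3 (-0.87) or AAV-GP73 replicate 2 (-0.76).

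Dbp follows the time of day. If livers had been taken at another clock time in AAV-GP73 than in AAV-V HFD, other genes of its phase would be lower too. Per1 and Tef, the 2 genes of the 10 listed that could be tested, were both lower, at -0.73 and -1.38, and neither was called, so that 2 genes are too few to decide and a clock time cannot be told apart from an effect of GP73 on Dbp. The paper's text does not give the time at which livers were taken. For Srebf1, a more fasted state of the AAV-GP73 mice may contribute. Genes raised by fasting were higher in 8 of 8 cases, 1.46 above the median of all genes (adjusted p = 0.000105 from camera and 0.00445 from fry, and 0.0492 with an estimated correlation), while genes lowered by fasting were at 0.18, with 3 above and 3 below the median and Scd1 called higher at 2.31, so that 1 of the 2 lists moved as a fasted state needs and the other did not decide. For Fat2 no technical explanation beyond the dim signal and the slide was tested.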

How the results depend on the processing

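Scaling by the 75th percentile of detected probes, and the authors' log2 values with the t-test of the legend, were chosen only after the data were seen.

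With the main settings, 4064, 3383 and 126 genes were called in AAV-GP73 against AAV-V, AAV-V HFD against AAV-V and AAV-GP73 against AAV-V HFD, 83.5% of the higher and 37.2% of the lower genes were shared, 87% of the top 50 and 50 were also called in AAV-V HFD, the fold changes correlated with 0.899, the first principal component held 75.6%, and AAV-GP73 and AAV-V HFD lay at 36.9% of the mean distance to AAV-V. No gene called with the main settings was called in the opposite direction under any other scaling. The numbers called in AAV-GP73 and AAV-V HFD against AAV-V stayed within 1.5-fold under quantile normalization, spike-in scaling, the authors' values, each probe by itself, the t-test, the fit of 2 groups, eBayes with trend and robust, both other thresholds and the replicate block. For the changes below, the cause was not tested unless it is given.

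Quantile normalization called 16 genes between AAV-GP73 and AAV-V HFD and 12 genes of Fig. 4f. The shared shares were 79.0% of the higher and 83.8% of the lower genes, 100% of the top genes were also called, the correlation was 0.935 and the first component 69.2%. The authors' values gave 12 and 9, 79.5% and 83.2%, 100%, 0.936 and 69.4%, and with the t-test of the legend 317 genes between AAV-GP73 and AAV-V HFD, 72.5% and 83.5% shared and 96% of the top genes.

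The median of detected probes called 2477 and 2155 genes against AAV-V and shared 51.0% and 90.8%. The top genes were also called in 94%, the first component held 61.3% and the distance was 50.4%. The 75th percentile of detected probes gave 2662 and 2132, 48.5% and 90.7%, 93%, 59.6% and 52.7%, and 19 genes of Fig. 4f. Both scalings set the brighter AAV-GP73 and AAV-V HFD arrays lower than the main one, which by construction moves calls from higher to lower. Spike-in scaling called 274 genes between AAV-GP73 and AAV-V HFD, shared 85.5% and 51.3%, and gave a first component of 84.4%. Normexp called 732, 735 and 0 genes in the 3 comparisons, 4 genes of Fig. 4c and 0 of Fig. 4f, shared 76.8% and 25.7%, and 62.4% of its top genes were also called. Its offset of 50 exceeds the processed signal of the brighter group for 61.1%, 64.0% and 65.1% of the genes called with the main settings and shrinks their changes by construction, so that their loss is no test. Between AAV-GP73 and AAV-V HFD normexp called 0. At an unadjusted p under 0.05 and any fold change, limma gave 448 genes there with normexp and 862 with the main settings.

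No filter on dim probes called 8320 genes in AAV-GP73 and 13 between AAV-GP73 and AAV-V HFD, and 6 of Fig. 4f. It shared 74.5% and 26.2%, with a correlation of 0.887, a first component of 53.9%, a distance of 49.3% and 20, 20 and 18 called lists in the 3 comparisons. Detection on all 9 arrays, with 2427 genes, called 1329, 1077 and 64 genes, 3 of Fig. 4c and 6 of Fig. 4f, because it leaves fewer genes to call. It gave 74% of top genes also called, 98% with smaller changes, a correlation of 0.921, a first component of 73.5% and 3 lists in AAV-V HFD against AAV-V.

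The t-test of the legend called 333 genes between AAV-GP73 and AAV-V HFD and shared 77.2% of the higher genes. After adjustment it called 0 there, against 333 at an unadjusted p under 0.05 and 126 with limma, and 0 of Fig. 4f, shared 65.9% and 23.9%, and also called 71% of the top genes. An adjusted p under 0.01 called 25 genes between AAV-GP73 and AAV-V HFD. Genes scaled to unit variance gave a first component of 64.6% and a distance of 44.4%, and uncentred values 97.7%, which without centring holds the mean level of each gene.

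With the replicate block, 4089, 3416 and 113 genes were called and the first component held 80.6%. The replicate numbers do not pair the arrays, since the correlations of residuals between equal numbers were -0.12 to 0.17, with 2 of 9 over 0.1.

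Of the lists, 10, 10 and 11 were called by camera in the 3 comparisons, among them 3, 2 and 3 of Fig. 4e and f, which the study chose on these arrays. Fry called 21 and 18 against AAV-V, and an estimated correlation 0, 0 and 3. Fry tests a list against no change and not against other genes, so that in AAV-V HFD against AAV-V the lower genes of Fig. 4f turned from -1.02 to 0.22, the higher ones from -0.02 to 1.23 and secreted liver proteins from -0.28 to 0.96, the last also with normexp to 0.97. Without the filter, the median of all genes was -0.70 and -0.53 against AAV-V, and relative to it the lower and higher genes of Fig. 4f were at 0.75 and 1.76, secreted liver proteins at 1.49, cholesterol synthesis at 0.17 (main -1.22), FA synthesis at 0.49 (main -0.93) and genes lowered by fasting at 0.16 (main -0.94) in AAV-V HFD, and FA synthesis at 0.75 (main -1.21) in AAV-GP73. Hk1 turned from 0.14 to -1.40 between AAV-GP73 and AAV-V HFD with each probe by itself, where another of its probes is taken.

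With each array left out in turn, which leaves 2 arrays in 1 group and takes their spread from the pooled fit, the numbers called were 3851 to 4166, 3066 to 3516 and 20 to 154. The last number was 20 without AAV-GP73 replicate 3, 40 without AAV-GP73 replicate 2, 42 without AAV-GP73 replicate 1, 70 without AAV-V HFD replicate 3 and 73 without AAV-V HFD replicate 1. Of Fig. 4c 7 to 7 genes were called and of Fig. 4f 14 to 32, with 14 without AAV-GP73 replicate 3, 18 and 19 without replicates 2 and 1 of AAV-GP73, and 19 without AAV-V HFD replicate 3. The shared shares were 77.7% to 86.4% and 29.1% to 43.6%, the top genes also called 82% to 90%, and smaller changes 81% to 95%. The correlation was 0.875 to 0.910, the first component 73.6% to 79.0% and the distance 35.6% to 42.4%. Called lists were 9 to 13, 8 to 11 and 9 to 12.

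Of the 149 results for single genes, 85 were no longer called with normexp, 44 with the adjusted t-test, 28 with the authors' values, 27 without the filter, 25 with quantile normalization, 23 and 21 with both scalings to detected probes and 17 with spike-in scaling. The slide could not be fitted beside the diet, and the fit of AAV-GP73 and AAV-V alone, within 1 slide, called 4078. Signal over background limits these results too, since 2019 of the 4064 called genes have no array above background in 1 of the groups.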

Differences from the paper's values

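Scaling by the 75th percentile of detected probes, and the authors' log2 values with the t-test of the legend, were chosen only after the result was seen.

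For AAV-GP73 against AAV-V, 4064 genes were called where the paper's text gives over 2000 and Fig. 4a shows about 2200, read by eye. The source data of Fig. 4a are headed as HFD against AAV-V where the legend names AAV-GP73, and their 1999 fold changes correlated with those of the authors' values by only 0.199 for AAV-GP73 and 0.223 for AAV-V HFD, with the same sign in 72.8% and 73.0% of cases (99.9% for the AAV-V HFD source data of Supplementary Fig. 4a), so that they were not used. Of the alternatives set before the data were examined, the median of detected probes (2477) came within 1.5-fold of both and quantile normalization (3258) of the second only. No other did, with values from 732 for normexp to 8320 without the filter, and 3851 to 4166 with an array left out. The 2 alternatives chosen after seeing the values closed the gap: the 75th percentile of detected probes (2662) drops 1 of the 8 genes of Fig. 4c and 21 of the 40 of Fig. 4f, and the authors' values with the t-test (2851) drop 1 and 3. The main settings themselves call 7 of the 8 and 29 of the 40. For AAV-V HFD against AAV-V, 3383 genes were called where the paper's text gives over 1500. The median of detected probes (2155) closed this gap, detection on all 9 arrays (1077) came within 1.5-fold but below the paper's bound, and the other alternatives set before the data were examined did not close it. The 75th percentile of detected probes (2132) did, chosen after seeing the values and dropping 4 of the 20 genes of Fig. 4e.

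The genes shared as higher numbered 3000 against the paper's 825. The median of detected probes (587) and detection on all 9 arrays (872) came within 1.5-fold, as did the 75th percentile of detected probes (711), chosen after seeing the values and dropping 4 of the 20 genes of Fig. 4e in AAV-V HFD. The others did not. The genes shared as lower numbered 176 against the paper's 590, a gap that no alternative set before the data were examined closed and that the authors' values with the t-test (868), chosen after seeing the values and dropping 1 of the 20 genes of Fig. 4e in AAV-V HFD, did. As a share of the genes lower in AAV-GP73 this was 37.2% against the paper's 75%, whose denominator the paper's text does not name, and as a share of those lower in AAV-V HFD it was 79.3%, within 1.5-fold of the paper's. For the first share, quantile normalization (83.8%), the median of detected probes (90.8%), spike-in scaling (51.3%) and the authors' values (83.2%) came within 1.5-fold, and no filter, detection on all 9 arrays, normexp, each probe by itself, the t-test without and with adjustment, the replicate block and every array left out did not. So did 2 alternatives chosen after seeing the values, the 75th percentile of detected probes (90.7%), dropping 21 of the 40 genes of Fig. 4f, and the authors' values with the t-test (83.5%), dropping 3.

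For the genes of Fig. 4c given here, the paper's values are the mean differences of its source data. Acly had a log2 fold change of -0.17 against the paper's -6.46, closed by each probe by itself (-5.38) only, where another probe is taken that was above background on no AAV-GP73 array, so that a fall of at least 11.5-fold is known and not its size. Next nearest were the median of detected probes (-1.43), the authors' values (-1.34) and quantile normalization (-1.27). Fabp1 had 2.57 against the paper's 1.97, closed by quantile normalization (1.87), the authors' values (1.97) and leaving out AAV-GP73 replicate 3 (2.35) or AAV-V replicate 2 (2.36) and not by the others set before the data were examined. The 75th percentile of detected probes (1.48), chosen after seeing the values and dropping 1 of the 8 genes of Fig. 4c, closes it. So do the authors' values with the t-test (1.97), chosen after seeing the values and dropping 1 of the 8.

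For the genes of Fig. 4f between AAV-GP73 and AAV-V HFD, Adck5 had 1.42 against the paper's 2.42, Hk1 0.14 against the paper's -1.48 and Ppm1k 0.22 against the paper's 2.93. For these 3, each probe by itself closed the gap (2.44, -1.40 and 2.95) and no other alternative did. The probes then taken for Adck5 and Ppm1k were above background on no AAV-V HFD array, so that only rises of at least 1.91-fold and 1.54-fold are known. Fabp1 had 0.18 against the paper's 2.52, and none closed it. Pstpip2 had -0.96 against the paper's -1.43, closed by quantile normalization (-1.46), normexp (-1.18), the authors' values (-1.43), leaving out AAV-GP73 replicate 1 (-1.28) or AAV-V HFD replicate 2 (-1.15) and, chosen after seeing the values and dropping 3 of the 40 genes, the authors' values with the t-test (-1.43).

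The paper states that Acly was downregulated by GP73. It was not called here (adjusted p = 0.709), and was called lower with quantile normalization, the median of detected probes, the authors' values and each probe by itself. The paper names as specific to GP73 some genes that were not called between AAV-GP73 and AAV-V HFD: Insig2 at 1.60, Ppm1k at 0.22, Gadd45g at 2.68, Pstpip2 at -0.96, Mcat at 0.60 and Spag17os. Insig2 was called with the median of detected probes, spike-in scaling, each probe by itself, the t-test and without AAV-V HFD replicate 2 (2.01), and with both alternatives chosen after seeing the values, which drop 21 and 3 of the 40 genes of Fig. 4f. Ppm1k was called with each probe by itself. Gadd45g was called with the t-test, the fit of 2 groups, the replicate block and without AAV-V replicate 1 (2.68), and Spag17os with the t-test. With the authors' values and the t-test, chosen after seeing the values and dropping 3 of the 40 genes, Gadd45g, Spag17os and Pstpip2 were called. Mcat was called under no alternative. Of the other genes of Fig. 4f, 6 were not called. Hk1 was called lower with each probe by itself only, and Fabp1 under no alternative. Gm10389 and Gm32880 were called with the t-test, the fit of 2 groups and without AAV-V replicate 1 (-2.00 and -1.40), Lrch1 with the t-test, and Xdh with the t-test and detection on all 9 arrays. The authors' values with the t-test, chosen after seeing the values and dropping 3 of the 40 genes, called these last 4.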

Other observations

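The tests reported in this part were fixed before the results they measure were seen.

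Hba-a1 and Hba-a2, among the genes of Fig. 4f, were higher in AAV-GP73 than in AAV-V HFD by 3.20 each on the log2 scale (adjusted p = 0.00982 and 0.00938 from limma), and neither was called without AAV-GP73 replicate 3 (3.22 and 3.23). More blood in the AAV-GP73 livers would raise other erythroid genes too. All 3 that could be tested of 10 listed, Alas2, Hbb-b2 and Hbb-bt, were higher, by a median of 1.57 above all genes, and none of them was called by itself (adjusted p = 0.0531 for the lowest, Hbb-bt). The values are consistent with more blood in these samples, and a biological difference in blood content was not tested. With AAV-GP73 replicate 1 left out the median was 0.86 and the list was no longer called.

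The number of genes called between AAV-GP73 and AAV-V HFD was reached by 1 of 10 splits of these 6 arrays, the real one, so that the splits, which allow no share under 0.1, cannot exclude chance. In each of the other 9 limma called 0 genes, with 75 to 379 at an unadjusted p under 0.05 and any fold change.

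The lists not given at a claim showed the following medians relative to all genes. Gluconeogenesis was 1.54 above in AAV-GP73 against AAV-V (adjusted p = 0.0626) and 0.99 above in AAV-GP73 against AAV-V HFD (adjusted p = 0.00221). Macrophage markers were at 0.21 (adjusted p = 0.379), the Rab list at 1.26 (adjusted p = 0.138), secreted liver proteins at -0.05 (adjusted p = 0.435) and housekeeping genes at 0.44 (adjusted p = 0.142) in AAV-GP73 against AAV-V. Respiratory chain subunits were 0.90 above (adjusted p = 6.21e-05), ketone bodies 1.96 (adjusted p = 0.0593), bile acid synthesis 1.84 (adjusted p = 0.0385, not called without AAV-V replicate 2 at 1.73) and PPAR signaling 1.39 (adjusted p = 0.0141). PPAR signaling was also 0.71 above in AAV-GP73 against AAV-V HFD (adjusted p = 7.26e-08 from camera). In this comparison FA oxidation was 0.73 above (adjusted p = 7.78e-09 from camera) and triglyceride metabolism 0.41 (adjusted p = 0.03). Secreted liver proteins were 0.42 above (adjusted p = 0.016 from camera) and proteasome subunits 0.23 (adjusted p = 0.0117), and neither was called by fry. With an estimated correlation none of these lists was called there. Against AAV-V, the 20 genes of Fig. 4e were 3.60 above. The genes of Fig. 4f higher and lower in AAV-GP73 were at 1.83 and -3.09. The study chose these genes on these arrays. With undetected genes at their least change, the median log2 fold change of the Rab list in AAV-GP73 fell from 2.75 to 0.88. It fell from 3.33 to 2.43 for bile acid synthesis, 3.45 to 2.43 for ketone bodies and 5.09 to 3.06 for Fig. 4e. For gluconeogenesis and PPAR signaling it fell less, from 3.03 to 2.85 and from 2.88 to 2.57.

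In Reactome, mitochondrial FA beta-oxidation was 2.07 above the median in AAV-GP73 (11 genes, adjusted p = 0.0126), peroxisomal lipid metabolism 2.08 (15 genes, adjusted p = 0.0102) and the TCA cycle 1.20 (15 genes, adjusted p = 0.0037), while fatty acyl-CoA biosynthesis was at -0.43 (12 genes, adjusted p = 0.45). Between AAV-GP73 and AAV-V HFD 26 pathways were called, 12 higher and 14 lower. Peroxisomal lipid metabolism was 0.74 higher there (adjusted p = 0.000772) and eukaryotic translation elongation was at -0.31 (90 genes, adjusted p = 0.00108).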
